# Transcriptome Profiling of Atlantic Salmon (*Salmo salar*) Parr With Higher and Lower Pathogen Loads Following *Piscirickettsia salmonis* Infection

**DOI:** 10.3389/fimmu.2021.789465

**Published:** 2021-12-31

**Authors:** Xi Xue, Albert Caballero-Solares, Jennifer R. Hall, Navaneethaiyer Umasuthan, Surendra Kumar, Eva Jakob, Stanko Skugor, Christopher Hawes, Javier Santander, Richard G. Taylor, Matthew L. Rise

**Keywords:** Salmonid rickettsial septicaemia (SRS), EM-90, *Salmo salar*, microarray, immune response, biomarkers, freshwater, disease resistance

## Abstract

Salmonid rickettsial septicemia (SRS), caused by *Piscirickettsia salmonis*, is one of the most devastating diseases of salmonids. However, the transcriptomic responses of Atlantic salmon (*Salmon salar*) in freshwater to an EM-90-like isolate have not been explored. Here, we infected Atlantic salmon parr with an EM-90-like isolate and conducted time-course qPCR analyses of pathogen load and four biomarkers (*campb*, *hampa*, *il8a*, *tlr5a*) of innate immunity on the head kidney samples. Transcript expression of three of these genes (except *hampa*), as well as pathogen level, peaked at 21 days post-injection (DPI). Multivariate analyses of infected individuals at 21 DPI revealed two infection phenotypes [lower (L-SRS) and higher (H-SRS) infection level]. Five fish from each group (Control, L-SRS, and H-SRS) were selected for transcriptome profiling using a 44K salmonid microarray platform. We identified 1,636 and 3,076 differentially expressed probes (DEPs) in the L-SRS and H-SRS groups compared with the control group, respectively (FDR = 1%). Gene ontology term enrichment analyses of SRS-responsive genes revealed the activation of a large number of innate (e.g. “phagocytosis”, “defense response to bacterium”, “inflammatory response”) and adaptive (e.g. “regulation of T cell activation”, “antigen processing and presentation of exogenous antigen”) immune processes, while a small number of general physiological processes (e.g. “apoptotic process”, development and metabolism relevant) was enriched. Transcriptome results were confirmed by qPCR analyses of 42 microarray-identified transcripts. Furthermore, the comparison of individuals with differing levels of infection (H-SRS vs. L-SRS) generated insights into the biological processes possibly involved in disease resistance or susceptibility. This study demonstrated a low mortality (~30%) EM-90-like infection model and broadened the current understanding of molecular pathways underlying *P. salmonis*-triggered responses of Atlantic salmon, identifying biomarkers that may assist to diagnose and combat this pathogen.

## 1 Introduction

There is an excellent potential for the aquaculture industry to expand to fulfill the worldwide seafood demand for human consumption (1). Atlantic salmon (*Salmo salar*) is one of the most economically important species currently farmed in the marine finfish aquaculture sector (2). However, infectious diseases have resulted in substantial mortality and losses for Atlantic salmon aquaculture worldwide, affecting the growth and sustainability of the industry. Piscirickettsiosis or salmonid rickettsial septicemia (SRS) caused by the intracellular Gram-negative bacterial pathogen, *Piscirickettsia salmonis*, constitutes one of the main infectious diseases in salmonid aquaculture (3, 4). For example, in Chile, it was estimated by the National Fisheries and Aquaculture Service that about 50% of disease-causing mortalities in Atlantic salmon were attributed to piscirickettsiosis in 2020 (5). The economic losses caused by piscirickettsiosis to the Chilean aquaculture industry were approximately USD 700 million yearly (6, 7). Occurrences of this pathogen have also been reported in farmed salmonids in Norway, Scotland, Ireland and Canada (6, 8). *P. salmonis* causes systemic, chronic septicemia in fish, which is characterized by a variety of clinical signs, including a discolored and swollen head kidney, anemia, enlarged spleen, and skin and liver lesions (4, 7, 9). Although research progress has been made in several *in vitro* and *in vivo* models, the molecular mechanisms involved in *P. salmonis* pathogenesis are not entirely known (7, 9). Attempts to control this disease thus far have been unsuccessful due to the low efficacy of existing vaccines and antibiotic treatments (4, 9).

Previous transcriptomic analyses of Atlantic salmon challenged with live *P. salmonis* showed upregulation of genes involved in oxidative and inflammatory pathways (4, 10) as well as upregulation of genes related to cellular iron metabolism (4, 11). These studies revealed the activation of numerous immune responses upon *P. salmonis* infection. However, it remains unclear which of these immune responses are protective and what role is played by the host iron withholding response (also known as nutritional immunity), which aims to limit the access of bacteria to iron and heme, by promoting intracellular storage away from invading pathogens (12, 13). The key iron regulator Hepcidin exerted a protective effect against the extracellular *Flavobacterium columnare* in grass carp (*Ctenopharyngodon idella*) (14), while suppression of *hepcidin* was associated with protection in Atlantic salmon challenged by the facultative intracellular *Aeromonas salmonicida* bacterium (15). In contrast, a previous study with an iron chelator that successfully reduced the amount of available iron, had induction of *hepcidin-1* in multiple organs of Atlantic salmon undergoing *P. salmonis* infection that coincided with improved survival compared with the groups supplemented with iron (16). The study of Díaz et al. (12) also showed positive effects of the iron chelator deferoxamine mesylate in *P. salmonis* infected salmon SHK-1 cells which coincided with an increase in *hepcidin* expression. Possible host-pathogen interactions, such as the suppression of genes encoding pro-apoptotic proteins and induction of cell proliferation-related genes were also suggested in early studies (4, 10). The modulation of these host pathways may represent a mechanism used by *P. salmonis* to ensure the maintenance of host cells and to allow them to survive and replicate within host cells (10). In addition, this pathogen may inhibit the adaptive immune response in infected fish as a mechanism to evade host defense and promote replication and survival (4, 10, 17).

In Chile, the existence of two distinct *P. salmonis* genogroups, LF-89-like and EM-90-like strains, has been reported (6, 9, 18). Saavedra et al. (18) found that EM-90-like isolates, similar to LF-89-like ones, are highly prevalent and disseminated across Chilean marine farms. Studies revealed differences between these two genogroups in relation to geographic distribution, antibiotic susceptibility and host specificity (18). For example, *P. salmonis* field isolates showed a marked host preference with EM-90-like isolates exclusively recovered from farmed Atlantic salmon (18). Comparative pan-genome analysis of LF-89 and EM-90 strains has identified strain-specific virulence factors linked to adherence, colonization, invasion factors, and endotoxins (9). These genomic divergences may directly be associated with inter-genogroup differences in pathogenesis and host-pathogen interactions (9, 17, 19, 20). As a result, there has been a growing interest in studying the piscirickettsiosis resulting from EM-90-like isolates (6, 17, 19–21). Rozas-Serri et al. (17) evaluated the transcriptomic changes of post-smolt Atlantic salmon challenged with an EM-90-like *P. salmonis via* cohabitation in seawater. Fish infected with EM-90-like isolate showed extremely high mortality (100% in Trojans and 94.9% in cohabitant fish) (17, 19, 20). However, relatively small numbers of differentially expressed genes (298 in Trojans and 170 in cohabitant fish) were identified. Meza et al. (21) also analyzed the disease development of salmon after being challenged with an EM-90-like strain in seawater and resulted in 100% mortality in both Trojan and cohabitant fish. The transcriptomic responses of Atlantic salmon parr in freshwater to an EM-90-like isolate have not been explored. Although piscirickettsiosis has often been reported in seawater-reared salmonids, previous reports have documented the disease in coho salmon (*Oncorhynchus kisutch*) and rainbow trout (*O. mykiss*) farmed in freshwater (22, 23), and experimental infection trials have been successfully demonstrated in freshwater reared coho salmon, Atlantic salmon and rainbow trout (24–26).

In the present study, we aimed to explore the head kidney transcriptomic responses of the Atlantic salmon parr from a low mortality EM-90-like *P. salmonis* infection trial. A low mortality infection model is needed to fill the gaps in the current knowledge regarding piscirickettsiosis outbreaks involving EM-90-like strains; this model can also be beneficial in evaluating the performance of novel functional feeds designed to improve fish health and mitigating/reducing disease incidence in aquaculture. Samples collected from multiple time points post-infection (up to 42 days) were included to study the temporal patterns of pathogen level and host immune responses. All exposed fish in the present study received the same dose of *P. salmonis*; however, two infection phenotypes (higher and lower infection levels) at 21 days post-injection (DPI) were detected by multivariate analyses of pathogen load and levels of 4 anti-bacterial transcript biomarkers. A number of previous disease challenge studies in Atlantic salmon have shown that pathogen load can be used as a good indicator of disease resistance (11, 27–29). Dettleff et al. (27) found that the bacterial load of fish infected with *P. salmonis* was significantly lower in resistant individuals when compared with the susceptible ones; the resistant fish had increased expression of *c-type lysozyme* in the head kidney, while the susceptible fish demonstrated an exaggerated innate immune response. Therefore, a specific focus on the transcriptional differences between lower and higher infection individuals (i.e. L-SRS vs. H-SRS) was also attempted using the consortium for Genomic Research on All Salmonids Project (cGRASP)-designed Agilent 44K salmonid oligonucleotide microarray (30). This particular microarray platform has proven to be a useful and robust tool in detecting differentially expressed transcripts in several immune-related studies in Atlantic salmon and rainbow trout (31–37). We hypothesize that the exploration into transcriptomic differences between high and low infection individuals may provide insight into the molecular mechanisms associated with the ability to evade or clear *P. salmonis* infection as well as the dysregulations leading to susceptibility and more adverse outcomes. Finally, this study revealed candidate biomarker genes that could be valuable for future SRS-related research.

## 2 Materials and Methods

### 2.1 Experimental Animals

The *P. salmonis* disease challenge trial was conducted at the Cargill Innovation Center (Colaco, Chile). Atlantic salmon parr (64.2 ± 10.4 g mean initial weight ± SD) were randomly distributed into 10 challenge tanks (200 L) with 125 fish/tank. Prior to the study, 30 fish were screened for *Flavobacterium psychrophilum*, *P. salmonis*, *Renibacterium salmoninarum*, infectious pancreatic necrosis virus (IPNV) and infectious salmon anemia virus (ISAV) using real-time quantitative polymerase chain reaction (qPCR), and were negative for all of these pathogens (data not shown). Fish were kept in a flow-through freshwater system (~15.2°C and 24 h light). Oxygen in the tank was maintained at 92.3 ± 7.3% (mean ± SD) of saturation. Fish were held for 14 days prior to the start of the infection trial to acclimate to the tank conditions. A standard EWOS commercial diet (EWOS Micro 50) was supplied using automatic feeders over a period of 18 h per day (from 02:00 pm to 08:00 am) and fed to satiation. Fish were fasted 12 h before and after all experimental procedures (e.g. injection and sampling).

An EM90-like strain of *P. salmonis* was purchased from Fundacion Fraunhofer Chile Research (Puerto Montt, Chile). The bacteria were grown on CHSE-214 cell cultures according to standard operating procedures of Fundacion Fraunhofer Chile Research, and the inoculum with the desired strength was prepared and transferred under chilled conditions within 1 h to the Cargill Innovation Center challenge facility on the day of the infection. The inoculum (i.e. suspension of CHSE-214 cells infected with *P. salmonis*) was checked for contaminations (i.e. IPNV, ISAV, *Piscine reovirus*, *R*. *salmoninarum*, *Flavobacterium* sp., *Aeromonas salmonicida*) using qPCR. The titer of the inoculum [i.e. median tissue culture infective dose (TCID_50_)] was determined on CHSE-214 cells using an endpoint dilution assay. All fish from the challenge group (7 tanks) were anesthetized using benzocaine (150 µL L^-1^ BZ-20^®^, Veterquímica S.A., Maipú, Santiago, Chile) and intraperitoneally (IP) injected with 0.1 mL of bacterial inoculum with a titer of 10^0.83^ TCID_50_/mL. The target titer of 10^1^ TCID_50_/mL (real titer 10^0.83^ TCID_50_/mL) was chosen based on results from previously conducted dose dilution trials (10^1^-10^4^ TCID_50_/mL) with the same bacterial isolate at the Cargill Innovation Center. The aim of this trial was to achieve a slow onset of mortality and to reach about 30-40% accumulative mortality over the duration of the trial to evaluate the pathological changes over time. Fish from the mock-injection control group (3 tanks) were anesthetized as above, and IP injected with 0.1 mL of the medium that was used to prepare the bacterial inoculum (i.e. minimum essential medium, MEM) (**Figures 1A, B**). Ten fish per tank [3 tanks from the challenge group (i.e. *P. salmonis*-injected) and 3 tanks from the control group (CON)] were euthanized using an overdose of benzocaine (300 µL L^-1^ BZ-20^®^) and dissected on the day before injection (PRE) of the remaining fish, as well as 2, 7, 13, 21 and 42 DPI. Head kidney samples were collected and stored in RNAlater (Ambion/Life Technologies, Austin, TX, USA) for 48 h at 4°C and transferred to -80°C until RNA extraction. Four out of 7 tanks in the challenge group were left untouched in order to monitor mortality (**Figures 1A, B**). All procedures in this study were conducted following the guidelines of the Canadian Council on Animal Care (38).

**Figure 1:**
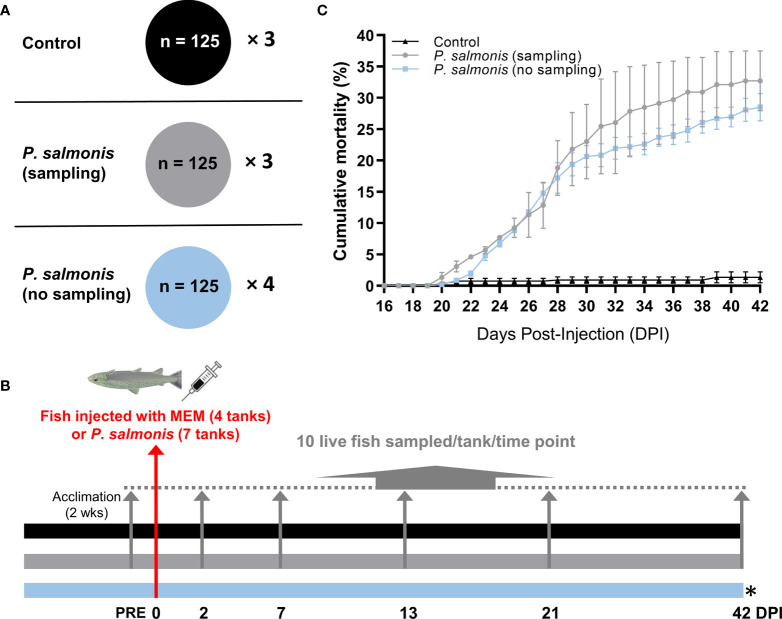
Overview of the infection trial, sampling and cumulative mortality. **(A)** The tank allocation and the number of fish for each treatment group [Control (MEM media injected), *P. salmonis-*injected (sampling), *P. salmonis*-injected (no sampling)]. **(B)** Timeline of the overall study with sampling regime showing the number of days post-infection (DPI). Four out of 7 tanks in the challenge group [i.e. *P. salmonis*-injected (no sampling)] were left untouched in order to monitor mortality. **(C)** Cumulative mortality in each treatment group. No statistical significance was found in the cumulative mortality by the end of the infection trial between *P. salmonis*-injected (sampling) and *P. salmonis*-injected (no sampling) groups (*p* > 0.05; Student’s *t* test).

### 2.2 RNA Extraction, DNase Treatment, and Column Purification

RNAlater was removed prior to RNA extraction. All samples were lysed in TRIzol reagent (Invitrogen/Life Technologies, Carlsbad, CA, USA) using a tissue homogenizer (Precellys 24, Bertin Instruments, Montigny-le-Bretonneux, France), and subjected to RNA extraction according to the manufacturer’s instructions. Forty micrograms of each total RNA sample were treated with 6.8 Kunitz units of DNase I (QIAGEN, Mississauga, ON, Canada) to degrade residual genomic DNA, and then purified using the RNeasy Mini Kit (QIAGEN) following the manufacturer’s protocols. RNA integrity was verified by 1% agarose gel electrophoresis, and RNA purity was assessed by A260/280 and A260/230 ratios using NanoDrop spectrophotometry (Thermo Fisher, Mississauga, ON, Canada).

### 2.3 qPCR Analysis of Pathogen Load and Candidate Host Immune Biomarkers

For pathogen load assessment, specific primers and probe for the *P. salmonis 16S-23S ribosomal RNA internal transcribed spacer* (*ITS*; in-house developed by Cargill Innovation) were used for pathogen load detection, with Atlantic salmon *elongation factor 1 alpha 1* (*ef1a1*) (39) levels analyzed as an internal control (i.e. reference gene). Primer and probe sequences for these genes can be found in **Supplemental Table S1**. Pathogen load was assessed across all available samples (*n* = 337) in technical duplicates using a probe-based detection (i.e. TaqMan) kit AGPATH-ID ONE-STEP RT-PCR (Ambion/Life Technologies) and the ViiA7 Real-Time PCR system (Applied Biosystems/Life Technologies). The reaction mix contained 6.5 μL of 2X RT-PCR Buffer, 0.52 μL of 25X RT-PCR Enzyme Mix, 0.88 μL detection enhancer, 900 nM of forward primer, 600 nM of reverse primer, 225 nM of probe, 50 ng of RNA template, and DEPC-treated water to reach a final volume of 13 μL. The real-time PCR thermal cycling profile consisted of the reverse transcription step at 45°C for 10 min, the reverse transcriptase inactivation/initial denaturation step at 95°C for 10 min, and the amplification step of 45 cycles of 95°C for 15 s and 60°C for 45 s. Prior to pathogen load assessment, head kidney RNA templates from three infected animals were selected to test the performance and amplification efficiencies of primers, and determine the optimal input RNA quantity. Amplification efficiencies (40) of *ITS* and *ef1a1* for pathogen load assessment were determined from three standard curves performed using a 5-point 1:3 dilution series starting with 150 ng of input total RNA. The reported efficiencies are an average of the three values. The infection level assays for each sample were then measured using 50 ng of input RNA in each reaction. No-template and positive (RNAs from three highly infected fish) controls were included in each plate run. The relative quantity (RQ) of *P. salmonis ITS* was determined using the ViiA 7 Software Relative Quantification Study Application (Version 1.2.3) (Applied Biosystems/Life Technologies), with normalization to *ef1a1* transcript levels, and with amplification efficiencies incorporated. The sample with the lowest detectable expression level was set as the calibrator sample (i.e. assigned an RQ value = 1.0).

Following the bacterial screening, smaller sample sizes of the control fish (i.e. PRE and time-match controls) together with all available fish from the *P. salmonis*-injected group (except for 2 DPI) (total *n* = 192) were further subjected to qPCR analyses of 4 well-known antibacterial biomarkers [*campb* (17, 34, 41–43), *hampa* (11, 31, 41), *il8a* (10, 19, 41), and *tlr5a* (19, 34)] to assess the infection and host immune response dynamics. The qPCR analysis for these genes was conducted on a ViiA7 384 well platform (Applied Biosystems/Life Technologies), and the methods (e.g. cDNA synthesis, primer quality control, and PCR program) for these assays are described in Section 2.5. Transcript levels of these four biomarkers were normalized to transcript levels of two endogenous control genes. To select these control genes, the expression of 6 candidate normalizers [i.e. *60S ribosomal protein 32* (*rpl32*; BT043656), *β-actin* (*actb*; BG933897), *ef1a1* (AF321836), *ef1a2* (BT058669), *eukaryotic translation initiation factor 3 subunit D* (*eif3d*; GE777139), and *polyadenylate-binding protein 1* (*pabpc1*; EG908498)] was measured in 48 out of 192 individuals (i.e. 25%) involved in this screen step and then analyzed using *geNorm* (44). Using this software, *eif3d* (*geNorm* M = 0.217) and *rpl32* (*geNorm* M = 0.211) were determined to be the most stable across infection levels and time points. The expression levels (RQ) of these genes were analyzed using a two-way ANOVA test, followed by Sidak multiple comparisons *post hoc* test in order to identify significant differences between *P. salmonis* injected and control groups at each time point, and within one treatment group at multiple time points. The normality of the qPCR data (i.e., RQ values) was analyzed using the Shapiro-Wilk and Kolmogorov-Smirnov normality tests. All of the statistical tests above were performed using Prism v7.0 (GraphPad Software Inc., La Jolla, CA, USA). Differences were considered statistically significant when *p* < 0.05.

### 2.4 Transcriptome Profiling by 44K Microarray

#### 2.4.1 Selection of Time Point and Individuals

The RQ of *P. salmonis ITS* across the infection course peaked at 21 DPI, with all exposed fish testing positive (**Figures 2A, B**). Complete results of *P. salmonis ITS* expression levels in all samples can be seen in **Supplemental Table S2**. Similar to *P. salmonis ITS* levels, the transcript expression of *campb*, *il8a* and *tlr5a* also peaked at 21 DPI and was significantly higher compared with the time-matched control fish (**Figure 2**). Therefore, we decided to study the transcriptomic responses of Atlantic salmon to *P. salmonis* at the peak of infection and presumed peak of most immune activities (i.e. 21 DPI). In addition, multivariate statistical analyses (i.e. principal component analysis and hierarchical clustering) were performed using PRIMER (Version 6.1.15; PRIMER-E Ltd., Ivybridge, UK) to identify different infection phenotypes. Within infected fish, there were two infection level phenotypes identified at 21 DPI (except fish C7-8): one group of fish with higher transcript levels of *P. salmonis ITS* and the antibacterial biomarkers (H-SRS) and another group of fish with lower transcript levels of *P. salmonis ITS* and the antibacterial biomarkers (L-SRS) (**Supplemental Figures S1A, B**). The level of *P. salmonis ITS* in fish classified as H-SRS was significantly higher (19.1-fold) than that of L-SRS fish (**Supplemental Figure S1C**). Five individual fish from each infection phenotype (L-SRS and H-SRS) that were more closely clustered based on multivariate analysis were included in the microarray analysis along with five fish from the control group (i.e. CON) (**Supplemental Figure S1D**).

**Figure 2:**
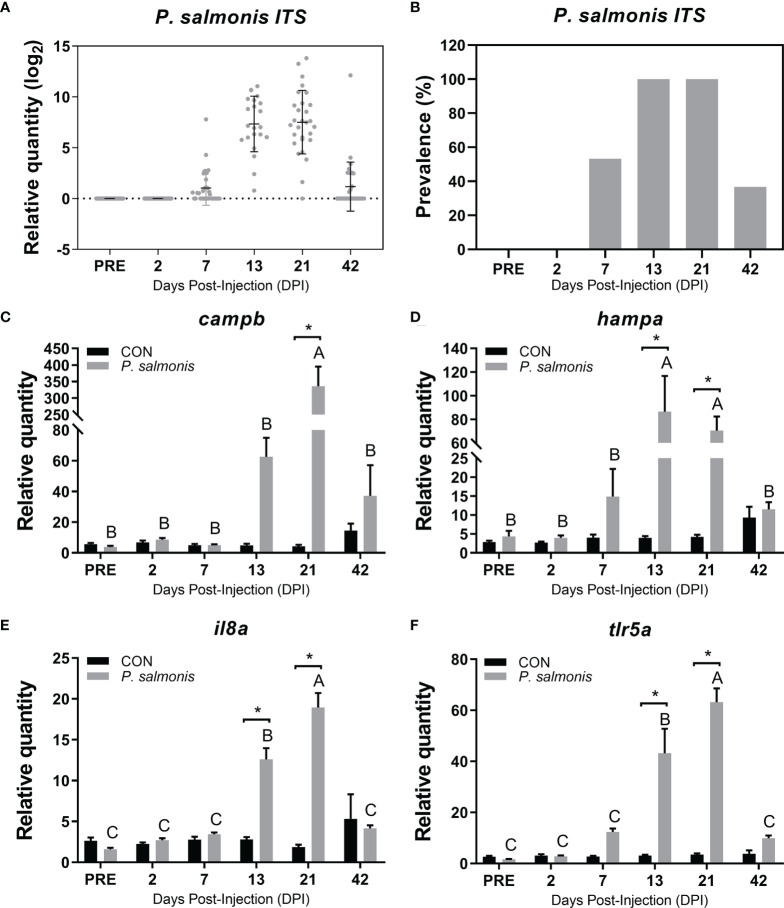
Detection of *P. salmonis* transcript and evaluation of candidate immune biomarkers in the head kidney of Atlantic salmon across different time points. **(A)** Transcript levels (i.e. relative quantity) of *P. salmonis 16S-23S ribosomal RNA internal transcribed spacer* (*ITS*) in the head kidney of Atlantic salmon injected with the same dose of bacterial inoculum, as determined by TaqMan assays across all sampling time points. **(B)** The relative prevalence of *P. salmonis* positive (i.e. detection of *P. salmonis ITS*) in fish that were injected with bacterial inoculum. **(C–F)** qPCR analysis of host immune biomarkers (*campb*, *hampa*, *il8a*, *tlr5a*) in both control (CON) and *P. salmonis* injected fish. Data are presented as mean ± SE. An asterisk indicates a significant difference between time-matched *P. salmonis* injected and control groups. Different letters represent the significant differences within an injection group over time. All data presented in the figure are provided in **Supplemental Table S2**.

#### 2.4.2 Microarray Hybridization and Data Acquisition

The cGRASP-designed Agilent 4×44K salmonid oligonucleotide microarray (30, 32, 45) was used to evaluate the impact of *P. salmonis* infection on the Atlantic salmon head kidney transcriptome at 21 DPI. With a common reference design, 15 arrays were used in this study, with one array per individual fish. The microarray experiment was performed as previously described (31, 33, 45, 46). Briefly, anti-sense amplified RNA (aRNA) was *in vitro* transcribed from 1 µg of each RNA template using the Amino Allyl MessageAmp II aRNA Amplification kit (Ambion/Life Technologies), following the manufacturer’s instructions. For each fish, 20 μg of aRNA were precipitated overnight following standard molecular biology procedures and re-suspended in 9 μl of the manufacturer’s coupling buffer. To generate the common reference pool, 5 μg of aRNA from each of the fifteen samples were pooled, and divided into 20 μg aliquots, which were precipitated and re-suspended as above. Resulting aRNA was labelled with either Cy3 (for the common reference) or Cy5 (for the experimental individuals) fluor (GE HealthCare, Mississauga, ON, Canada) through a dye-coupling reaction, following the manufacturer’s instructions. Equal quantities (825 ng) of each labelled aRNA from one experimental sample and the common reference were pooled, fragmented following the manufacturer’s instructions and co-hybridized to a cGRASP-designed Agilent 44K salmonid oligonucleotide microarray (GEO accession # GPL11299) (30) as per the manufacturer’s instructions (Agilent, Mississauga, ON, Canada). The arrays were hybridized at 65°C for 17 h with 10 rpm rotation in an Agilent hybridization oven. The array slides were washed immediately following hybridization as per the manufacturer’s instructions. Slides were dried by centrifuging at 200 × g for 5 min at room temperature prior to scanning.

Each microarray was scanned at 5 µm resolution and 90% of laser power using a ScanArray Gx Plus scanner and ScanArray Express software (v4.0; Perkin Elmer, Woodbridge, ON, Canada) with photomultiplier tube (PMT) set to balance fluorescence signal between channels. The resulting TIFF images containing raw microarray data were extracted using Imagene (v9.0; BioDiscovery Inc., El Segundo, CA). Background correction, data transformation (log_2_), print-tip Loess normalization, and removal of low-quality/flagged spots were performed using R and the Bioconductor package *mArray* (45–47). After spot quality filtering, probes absent in more than 25% of the arrays (i.e. 4 arrays out of 15) were discarded, resulting in a final list of 20,701 probes for statistical analyses. 

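The value table that the authors deposited lists 43689 gene probes. It holds values for 20701 of them, each missing on at most 3 of the 15 arrays, and it is empty for the other 22988. Of the probes with values, 16308 have a value on all 15 arrays, and 6878 single values are missing, so the table is the one before imputation. The values are log2 ratios of Cy5 to Cy3 that the authors had background corrected and loess normalized. Their medians per array lie between -0.13 and -0.01. Across probes, they correlate at r between 0.921 and 0.996 with the log2 ratio of the signals of the same array less their local background, before normalization. None of the deposited values belongs to a spot that carries a flag in the scanner file. When the scanner files were processed again, with spots that carry a flag or lie at background level in both channels left out and the same filter on missing arrays, 22956 probes remained, 18215 of them with a value on all arrays.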

All microarray data have been submitted to Gene Expression Omnibus (GEO) under the accession GSE178327.

#### 2.4.3 Differential Expression Analysis and Probe Annotation

Prior to statistical analyses, missing data points for the 20,701 probes were imputed using the EM_array method from LSimpute (48, 49). The differentially expressed probes (DEPs) among groups (i.e. L-SRS vs. CON; H-SRS vs. CON; H-SRS vs. L-SRS) were determined using Significance Analysis of Microarrays (SAM) (50). SAM was conducted at a false discovery rate (FDR) cutoff of 1% to focus on the most significant DEPs, using the Bioconductor package *siggenes* (51). The resulting gene lists were annotated using the probe sequences (60mer) for gene identification by BLASTn against the NCBI nr/nt databases for both Atlantic salmon and rainbow trout. Stringent filtering criteria (only 2 allowed mismatches with un-gapped alignment option) were applied for the 60mer probe BLASTn hits. The contiguous sequences (contigs) from which the microarray probes were designed were also used for gene identification by BLASTx against the NCBI Swiss-Prot database (April 2019 version). If there were no or non-informative BLASTn results for a given probe, then the best BLASTx hit that had an expect (E) value <10^-5^ and an informatively named protein hit was reported. The gene symbols for probes were assigned from HUGO Gene Nomenclature Committee (HGNC; https://www.genenames.org/) and/or GeneCards (https://www.genecards.org/) databases. Using R and *gplots* package, a hierarchically clustered heat map was constructed with microarray normalized log_2_ ratios (Cy5/Cy3 ratios) of all identified DEPs using Euclidean distance and Ward’s agglomerative linkage method (ward.D2).

#### 2.4.4 GO Term Enrichment Test and Visualization of GO Term Networks

GO term enrichment tests were performed on lists of DEPs (i.e. 166 L-SRS responsive only, 1470 overlap, and 1606 H-SRS responsive only) using ClueGO (52) and CluePedia plugins in Cytoscape (v3.7.0) (53). The biological process (BP) GO database (20.12.2019) was used. The enrichment analysis was performed using a right-sided hypergeometric test after its adjustment by the Bonferroni-Hochberg procedure with a p-value set at 0.01 (i.e. FDR = 1%). GO term fusion strategy and a Kappa-statistics score of 0.5 were employed to integrate GO categories, minimize the complexity, and create a functionally organized GO cluster network. For each cluster (reflected by a different color), a GO term with the lowest p-value was selected as the leading term in each functional group (i.e. highly connected terms within the GO network). As previously described in Eslamloo et al. (31), the enriched GO terms were classified using Gene Ontology Browser (http://www.informatics.jax.org) into 6 functional themes: (1) “adaptive immune response”; (2) “immune response”; (3) “response to stress”; (4) “development”; (5) “metabolic process”; and (6) “cellular process, localisation, and structure”. The enriched GO terms for DEPs responsive to L-SRS only were classified into three themes (“adaptive immune response”, “immune response”, and “cellular process, localization, and structure”). The GO terms were classified based on the biological process to which they were related and/or their parent terms (especially for highly specific terms). Finally, a hierarchically clustered heat map was constructed based on probes having the associated GO term “adaptive immune response” using Genesis (54); all data were median-centred and clustered using Pearson correlation and complete linkage hierarchical clustering as in Rise et al. (55).

### 2.5 qPCR Confirmation of Microarray-Identified DEPs

In total, 42 candidate *P. salmonis-*responsive biomarkers were selected for qPCR analysis. In addition to samples chosen for the microarray study, the remaining samples from both infection level groups (see *Selection of Time Point and Individuals* and **Supplemental Figure S1** for sample classification) at 21 DPI (total *n* = 37; 11 L-SRS, 17 H-SRS, and 9 CON) were also included in the qPCR experiment.

First-strand cDNA templates for qPCR were synthesized in 20 μL reactions from 1 µg of DNaseI-treated, column-purified total RNA using random primers (250 ng; Invitrogen/Life Technologies), dNTPs (0.5 mM final concentration; Invitrogen/Life Technologies) and M-MLV reverse transcriptase (200 U; Invitrogen/Life Technologies) with the manufacturer’s first strand buffer (1× final concentration) and DTT (10 mM final concentration) at 37°C for 50 min. PCR amplifications were performed in 13 μL reactions using 1× Power SYBR Green PCR Master Mix (Applied Biosystems/Life Technologies), 50 nM of both the forward and reverse primers, and the indicated cDNA quantity (see below). The real-time analysis program consisted of 1 cycle of 50°C for 2 min, 1 cycle of 95°C for 10 min and 40 cycles of 95°C for 15 sec and 60°C for 1 min, with fluorescence detection at the end of each 60°C step.

The sequences of all primer pairs used in qPCR analyses are presented in **Supplemental Table S1**. Each primer pair was quality tested using the QuantStudio 6 Flex Real-Time PCR System (384-well format) (Applied Biosystems/Life Technologies). Quality testing ensured that a single product was amplified (dissociation curve analysis) and that there was no primer-dimer present in the no-template control. Amplification efficiencies (40) were calculated using two cDNA templates that were pooled post-cDNA synthesis: one pool of 5 CON samples and one pool of 5 H-SRS samples. Standard curves were generated using a 5-point 1:3 dilution series starting with cDNA representing 10 ng of input total RNA. The reported efficiencies (**Supplemental Table S1**) are an average of the two values.

After completing the primer quality control tests, qPCR analyses of transcript expression levels of the target genes were performed using the QuantStudio 6 Flex Real-Time PCR System (Applied Biosystems/Life Technologies). Diluted cDNAs corresponding to 5 ng of input RNA were used as templates in the PCR reactions. The C_T_ values of the GOIs and references genes were determined using the QuantStudio Real Time PCR Software Relative Quantification Study Application (Version 1.3) (Applied Biosystems/Life Technologies). The RQ of each transcript was determined using a qBase relative quantification framework (56, 57), with normalization to both *rpl32* and *eif3d* (see *qPCR Analysis of Pathogen Load and Candidate Host Immune Biomarkers* for normalizer gene testing), and with amplification efficiencies incorporated. The RQs of each transcript were calibrated against the control group.

All qPCR data (i.e. RQ values) were subjected to the Grubbs’ test to identify potential outliers, and log_2_-transformed to meet the normality assumption. The normality of the qPCR data (i.e., log2 RQ values) was analyzed using the Shapiro-Wilk and Kolmogorov-Smirnov normality tests. In total, 19 RQ values were determined to be statistical outliers in the entire dataset (i.e., out of 1554 RQ values), and were excluded from the study. Fold-change values derived from microarray and qPCR were log_2_-transformed and analyzed for correlation *via* linear regression as performed in previous studies (33, 46, 58). A significant correlation (*p* < 0.05) between both datasets was considered as confirmation of the microarray results. Transcript expression differences between groups were analyzed using a one-way ANOVA followed by Tukey’s *post hoc* test for multiple comparisons at the 5% level of significance. Furthermore, the relationships between the expression of qPCR-studied transcripts and *P. salmonis* infection level were assessed using linear correlation analysis. Control fish were excluded from this analysis as all of these fish tested negative for *P. salmonis* (i.e. no RQ available). All of the statistical tests above were performed using Prism v7.0 (GraphPad Software Inc., La Jolla, CA, USA).

## 3 Results

### 3.1 Cumulative Mortality

The cumulative mortality of fish infected with an EM-90-like isolate (sampling and non-sampling groups), as well as non-infected controls, are shown in **Figure 1C**. The mortality rate in the sampling group does not consider fish that were removed for sample collection. The first mortalities in both *P. salmonis*-injected groups were registered at 20 DPI. The cumulative mortality of the *P. salmonis*-injected (sampling) group by the end of the infection trial reached 32.7%, which was not significantly different from the *P. salmonis*-injected (no sampling) group (i.e. 28.5%).

### 3.2 qPCR Analysis of Pathogen Load and Candidate Host Immune Biomarkers

The *P. salmonis ITS* transcript level was assessed using a Taqman assay. All head kidney samples for the PRE and 2 DPI were negative for the *ITS* transcript (**Figures 2A, B**). The infection prevalence of *P. salmonis* (detectable pathogen *ITS*) reached 100% at both 13 and 21 DPI, and the mean *ITS* expression level peaked at 21 DPI based on all available samples tested.

Four well-known antibacterial biomarker transcripts (*campb*, *hampa*, *il8a* and *tlr5a*) were analyzed *via* qPCR to assess the infection and host immune response dynamics (**Figures 2C–F**). The highest expression level of *campb*, *il8a* and *tlr5a* in response to *P. salmonis* infection was observed at 21 DPI, while the expression of *hampa* in the *P. salmonis-*injected group peaked at 13 DPI. All four genes assayed in the current study were significantly up-regulated in the *P. salmonis-*injected group at both 13 and 21 DPIs compared with time-matched mock-injection controls, except for *campb*, which was only significant at 21 DPI. Further multivariate statistical analyses of the infection level and the expression of 4 antibacterial biomarkers of individuals collected at 21 DPI revealed infection and immune response phenotypes (i.e. L-SRS and H-SRS), with the exception of fish C7-8 which did not group with either phenotype (**Supplemental Figures S1A, B**). Complete qPCR results for *P. salmonis ITS* level and these four antibacterial biomarkers can be found in **Supplemental Table S2**.

### 3.3 Global Transcriptomic Expression in Salmon Head Kidney

In this study, we used the cGRASP-designed Agilent 44K microarray platform (30) to explore the transcriptomic response of Atlantic salmon head kidney to *P. salmonis* at 21 DPI. 

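The 15 head kidney samples came from 5 fish per group at 21 DPI, with 1 array per fish. L-SRS and H-SRS fish had received 0.1 mL of an inoculum whose titer had a log10 of 0.83 TCID50 per mL, and CON fish the same volume of medium. The paper's text gives 3 control tanks and the sample labels give 4, and neither gives the tank of an arrayed fish. Each array compared the aRNA of 1 fish, labelled with Cy5, with the pool of all 15 fish, labelled with Cy3. The authors deposited the scanner files, which hold the uncorrected signal and local background intensity of 45220 spots per array, 1531 of them controls, together with their table of normalized log2 ratios. In the scanner files, the local background was normexp corrected with an offset of 50, log2 ratios were loess normalized within each array, and control spots, spots with a flag and spots at the level of the background in both channels were left out. Between 23095 and 27028 spots per array were used, with a median of 26283 in CON, 25315 in L-SRS and 25562 in H-SRS. Groups were compared with limma on the 3 groups together, with Benjamini-Hochberg adjustment and a threshold of 1%, and probes past it are called DEPs. The number of arrays, 5 per group, limits the precision. The arrays lay on 4 slides, each of which held fish of all 3 groups, and 5 of the 15 arrays were scanned again before they were quantified. With limma, 0 probes passed 1% for slide and 0 for the second scan, and 924 and 1195 had an unadjusted p under 0.05, 4.03% and 5.21% of those tested. The Cy3 channel alone, which carries the same pool on every array, gave 0 probes past 1% between any pair of groups (limma), with an unadjusted p under 0.05 for 641 between L-SRS and CON, 788 between H-SRS and CON and 396 between H-SRS and L-SRS.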

Fish showing a lower (L-SRS) or a higher (H-SRS) level of the *P. salmonis* infection were selected for comparison of their transcriptome profiles with the mock-injection control group (CON). The overall results of the microarray study, including the number of genes identified in each comparison, are summarised in **Figures 3A, B**. 

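Of the probes tested with limma, 1005 passed an adjusted p of 0.01 between L-SRS and CON, 539 of them higher and 466 lower in L-SRS. Between H-SRS and CON, 2114 probes passed, 1101 higher and 1013 lower in H-SRS. In either comparison 2185 probes passed. In L-SRS, all 5 fish lay above all 5 controls for 461 of the DEPs and below them for 381, and in H-SRS for 910 and 824. Chance gives no overlap for 0.794% of probes that were not chosen by a test, whereas these were chosen for the difference between the groups. The threshold moved these numbers most, since 2527 and 4213 probes passed an adjusted p of 5%. The largest rise in both groups was that of the probe of art4 (ecto-ADP-ribosyltransferase 4-like, C235R110), at a log2 fold change of 5.49 in L-SRS (adjusted p = 5.3e-04) and 6.59 in H-SRS (adjusted p = 6.3e-05), both past 1% under all alternatives and with all 5 fish of each infected group above all controls. Its Cy5 signal was at the level of the background on 4 arrays, and the size of its change depends on the processing, with a range over all alternatives from 4.78 to 10.64 in L-SRS and from 5.90 to 11.75 in H-SRS. Cathelicidin (campa, C104R025) rose by 4.40 and 5.04 on the log2 scale, and claudin-1-like (cldn1, C072R045) by 4.02 and 5.16. The largest fall was that of C069R119, a probe with no name in the part of Supplemental Table S3 that could be read, at -4.27 in L-SRS and -4.81 in H-SRS. It did not pass 1% in L-SRS when the background was left uncorrected (adjusted p = 0.034, the highest over all alternatives, from 1.2e-05). La-related protein 1-like (larp1, C098R024) changed by -3.17 and -3.22.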

In total, 3242 significantly differentially expressed probes (DEPs) were identified in the *P. salmonis*-injected groups using SAM analyses (FDR = 1%) compared to the control (CON). However, SAM analysis failed to detect any significant DEPs when comparing H-SRS and L-SRS groups directly. 

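In the re-analysis, 0 probes passed 1% between H-SRS and L-SRS with limma, and 0 with SAM. An unadjusted p under 0.05 was reached by 893 probes, which is 3.89% of those tested, where 1148 would be 5%. The probe with the smallest p, one of Delta-5 fatty acyl desaturase (fads2, C066R040), was 1.01 higher in H-SRS on the log2 scale, with an adjusted p of 0.534 (limma). In simulated data of the same size and spread, a log2 change of 2 was added to 200 probes of 1 of the groups. In this comparison limma recovered 79% of them and called 8 unchanged probes, 4.82% of its calls. So changes of that size were within reach of 5 arrays per group. Smaller changes, such as that of fads2, were not simulated, and the 0 DEPs do not exclude them.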

The complete gene lists, including gene names and symbols, are shown in **Supplemental Table S3**. As illustrated by the Venn diagrams (**Figures 3A, B**), the two significant comparisons in the present study shared 1470 DEPs (849 up- and 621 down-regulated). Among these DEPs, the direction of gene expression regulation by *P. salmonis* infection was all the same among H-SRS and L-SRS when compared with the control group; however, they often differed in the degree of regulation (i.e. fold-changes) with the H-SRS group generally showing higher fold-changes (**Figure 3C**). In addition, there was a larger number of SRS-responsive probes in the H-SRS group compared with the L-SRS group (i.e. 3076 vs. 1636), suggesting a higher level of *P. salmonis* infection was associated with a more pronounced gene expression response. 

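In both comparisons 934 probes passed 1%, 509 of them up- and 425 down-regulated. Because both infected groups were compared with the same 5 control arrays, the controls alone can give shared changes. In 100 simulated draws in which neither infected group differed from CON but the control arrays were shared, the number of shared DEPs was 0 in every draw. In these draws at most 0 probes passed in L-SRS and 1 in H-SRS. So they do not show how far shared controls enlarge the overlap when both groups respond. The log2 fold changes of the 2 comparisons correlated at 0.902 across all tested probes, against a median of 0.54 and a range from -0.123 to 0.859 in the simulated draws. Probes are not independent replicates. When L-SRS replicate 4 was left out, the shared number fell to 540, and when CON replicate 2 was left out, to 564.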

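None of the 934 shared DEPs changed in opposite directions in the re-analysis. The log2 fold change was larger in H-SRS than in L-SRS for 716 of them (76.7%), and their median size was 1.42 in H-SRS and 1.26 in L-SRS. Over all tested probes the medians were 0.32 and 0.283. Taken one by one, 103 of the shared DEPs had an unadjusted p under 0.05 between H-SRS and L-SRS (limma), and none passed the adjustment. Supplemental Table S3 could be read in part. Its tested probes that the paper lists with a fold-change for L-SRS, 994, and for H-SRS, 1858, all had the paper's direction in the scanner files.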

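To compare the size of the response fish by fish, a response score was computed as the mean log2 difference of a fish from the CON mean, signed by the direction of each probe, over the 2528 probes that passed 1% between all 10 infected fish and CON. The choice of these probes does not use the split into L-SRS and H-SRS. The score was 1.12 ± 0.124 (SD, n = 5) in L-SRS and 1.33 ± 0.0331 (SD, n = 5) in H-SRS, and the CON fish lay between -0.0843 and 0.0759. The difference of 0.206 had a two-sided exact permutation p of 0.0238 over all assignments of the infected fish. But the groups themselves had been set by bacterial level together with the qPCR levels of campb, hampa, il8a and tlr5a. From each, 5 fish that clustered more closely were arrayed. So the test cannot separate the level of infection from the size of the response. The difference was larger than the SD within either group. Of the 5 L-SRS fish, 4 lay below every H-SRS fish, and L-SRS 4, at 1.31, lay among the H-SRS fish. Within the slides, H-SRS was higher than L-SRS by 0.119 on slide 1, 0.245 on slide 2, 0.201 on slide 3 and 0.274 on slide 4. With slide in the model the difference was 0.212, and 2 of the 36 assignments within slides were as large (exact permutation p = 0.0556). The difference was 0.162 with median centring in place of loess (exact permutation p = 0.0556). In the number of DEPs against CON, H-SRS exceeded L-SRS under every alternative tried, although a probe past the threshold in 1 group only is not thereby shown to differ between the groups. From the larger number of responsive probes in H-SRS, the paper proposes that a higher level of infection went with a more pronounced gene expression response. It also reports generally higher fold-changes in H-SRS. By qPCR in more fish, it reports many transcripts that correlated with the level of infection.

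**Figure D1:**
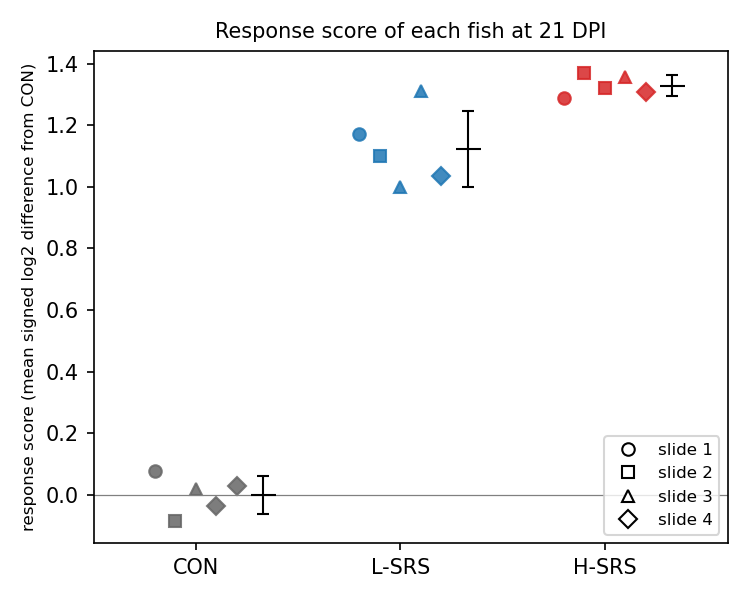
Response score of each fish by group, in log2 units, with the slide given by the shape of the point. The line and bar beside each group are the mean and SD (n = 5). The L-SRS fish lie between 1.00 and 1.31, the H-SRS fish between 1.29 and 1.37.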

Using all identified DEPs in hierarchical analyses, all mock-injection control samples clustered in a separate branch from all infected samples; however, within each infected group (i.e. L-SRS or H-SRS), only 4 out of 5 samples were clustered together (**Figure 3C**).

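The arrays were clustered again with Euclidean distance and Ward linkage over the probes past 1% in either comparison with CON. At 3 clusters, the 5 CON arrays formed a cluster of their own, L-SRS 2, L-SRS 3 and L-SRS 5 formed another, and the last held all 5 H-SRS fish with L-SRS 1 and L-SRS 4. So 2 infected fish lay with the other infected group. L-SRS 4 was also the L-SRS fish with the highest response score. Average linkage on correlation gave 2 as well. Over all tested probes, the 10 infected fish formed a single cluster and CON 5 stood apart from the other 4 controls.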

**Figure 3:**
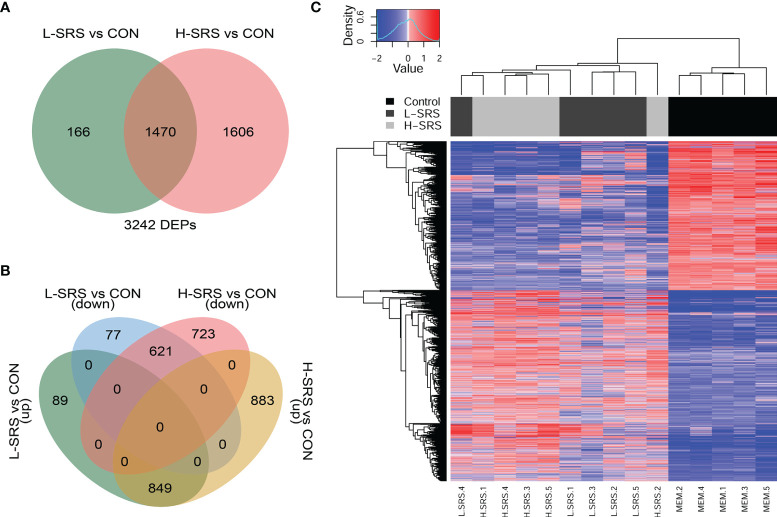
Overview of the head kidney transcriptomic responses of Atlantic salmon with higher (H-SRS) and lower (L-SRS) levels of *P. salmonis* compared with the control group at 21 days post-injection (DPI). Differentially expressed probes (DEP) were identified by Significance Analysis of Microarray (FDR = 1%). **(A)** Venn diagram illustrates the total number of DEPs in L-SRS or H-SRS groups in comparison to the control fish (CON). **(B)** Venn diagram shows the corresponding number of DEPs that were up- or down-regulated in L-SRS or H-SRS groups in comparison to the control fish (CON). **(C)** Hierarchical clustering analyses of samples based on all *P. salmonis* responsive probes (n = 3242).

### 3.4 Insight Into Biological Pathways Regulated by *P. salmonis* (L-SRS vs H-SRS)

To identify host molecular pathways regulated by *P. salmonis* infection, we compared the GO Biological Process (BP) term compositions of SRS-responsive transcript lists to that of the whole array using a Fisher’s exact test in ClueGO (FDR = 1%). First, we identified 292 BP terms enriched in SRS-responsive transcripts (1,470 DEPs) overlapping both infection groups (L-SRS and H-SRS) (**Figure 4**; **Supplemental Table S4**). The BP terms enriched by SRS (**Figure 4**) were associated with adaptive immune response (38.0%), immune response (36.3%), cellular process, localisation, and structure (10.3%), development (5.8%), metabolic process (5.1%), and response to stress (4.5%). A large number of BP terms involved in adaptive immunity were enriched by *P. salmonis* infection in Atlantic salmon. These included many terms related to lymphocyte differentiation and activation (e.g. “B cell activation”, “regulation of T cell activation”, “lymphocyte proliferation”, “immunoglobulin mediated immune response”, “response to interferon-gamma”), and some terms related to antigen presentation processes (e.g. “antigen processing and presentation of exogenous antigen”) (**Figure 4**; **Supplemental Table S4**). A total of 81 DEPs contributing to the enriched GO term, “adaptive immune response”, were used in constructing a heatmap to reveal the transcript profile of adaptive immunity-related genes (**Supplemental Figure S2**). Among these genes, 66 DEPs (e.g. *tap1*, *tap2*, *ifng*, *irf1*, *cd209a*, *bcl10*, *ada*) were up-regulated and 15 DEPs (e.g. *il7r*, *cd5*, *foxp3*) were down-regulated by *P. salmonis* infection (**Supplemental Figure S2**). 

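Of the 81 probes in Supplemental Figure S2, 80 could be tested, 65 of those shown as up-regulated and 15 of those shown as down-regulated, and all had the paper's direction in both infected groups. Past 1% (limma) were 47 of the up-regulated probes in L-SRS and 60 in H-SRS, and 9 and 12 of the down-regulated ones. The change was larger in H-SRS for 61 of the 80. The brighter of the 2 probes of tap2 (C025R103) had a log2 ratio to the reference pool of -0.91 ± 0.098 (SD, n = 5) in CON, 0.07 ± 0.236 (n = 5) in L-SRS and 0.26 ± 0.248 (n = 5) in H-SRS. Its log2 fold changes were 0.98 (adjusted p = 8.8e-04) and 1.16 (adjusted p = 1.2e-04), with all 5 fish of each infected group above all controls. The other probe (C142R063) rose by 1.38 (adjusted p = 0.0050) and 2.04 (adjusted p = 1.7e-04). Between H-SRS and L-SRS its unadjusted p was 0.030 (limma), which did not pass the adjustment. The fold change of ifng (C029R132) was 2.22 on the log2 scale in L-SRS (adjusted p = 0.0039) and 2.91 in H-SRS (adjusted p = 3.2e-04). Its signal was at the level of the background on 4 arrays, and its adjusted p in L-SRS rose to at most 0.0124 when CON replicate 1, 2 or 3 or L-SRS replicate 1 or 2 was left out. It did not pass 1% under 3 other alternatives either. The other tested probe of ifng (C025R082), at the level of the background on 1 array, rose by 3.21 (adjusted p = 6.9e-04) and 3.86 (adjusted p = 8.2e-05). The brightest probe of cd209a rose by 1.56 (adjusted p = 0.064) and 1.49 (adjusted p = 0.044), that of bcl10a by 0.95 (adjusted p = 0.117) and 1.04 (adjusted p = 0.064), so these did not pass 1%. The other probe of cd209a (C248R150, adjusted p of 0.0028 and 0.0043) and the 2 probes of bcl10a that the figure shows (C022R152, adjusted p of 0.0031 and 0.0013, and C211R108, adjusted p of 0.0031 and 7.5e-04) passed in both groups, as did bcl10b (1.27 and 1.19, adjusted p of 0.0013 and 0.0011). The remaining probe of bcl10a (C217R039, adjusted p of 0.092 and 0.0203) passed in neither. With the mean over the probes of the gene, cd209a and bcl10a passed in both groups. Among the down-regulated genes, cd5 (C260R032) changed by -1.33 in L-SRS (adjusted p = 0.0046) and -1.64 in H-SRS (adjusted p = 6.1e-04). In L-SRS its adjusted p rose to at most 0.015 when CON replicate 1, 2 or 4 or L-SRS replicate 2, 3, 4 or 5 was left out, and it did not pass under 6 other alternatives. The change of foxp3 was -1.16 (adjusted p = 0.023) and -1.07 (adjusted p = 0.031), and did not pass 1%. It passed in L-SRS when L-SRS replicate 1 was left out, and in H-SRS with array weights, as well as when SAM was applied to the deposited table after imputation, an alternative chosen after the values were seen.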

A diverse and large group of BP terms related to the innate immune response (e.g. “phagocytosis”, “defense response to bacterium”, “response to interleukin-1”, “response to virus”, “chemotaxis”, “leukocyte migration”, “inflammatory response”) and regulation of immune response (e.g. “regulation of I-kappaB kinase/NF-kappaB signalling”, “regulation of defense response”, “regulation of leukocyte migration”) were activated in response to SRS infection. In addition, pathways related to various cellular processes (e.g. “positive regulation of programmed cell death”, “positive regulation of peptidase activity”, “homeostatic process”) were regulated in *P. salmonis*-infected salmon (**Figure 4**; **Supplemental Table S4**). Lastly, SRS affected head kidney genes related to development (e.g. “positive regulation of vasculature development”), metabolic process (e.g. “carboxylic acid metabolic process”), and response to stress (e.g. “regulation of reactive oxygen species metabolic process”) (**Figure 4**; **Supplemental Table S4**).

**Figure 4:**
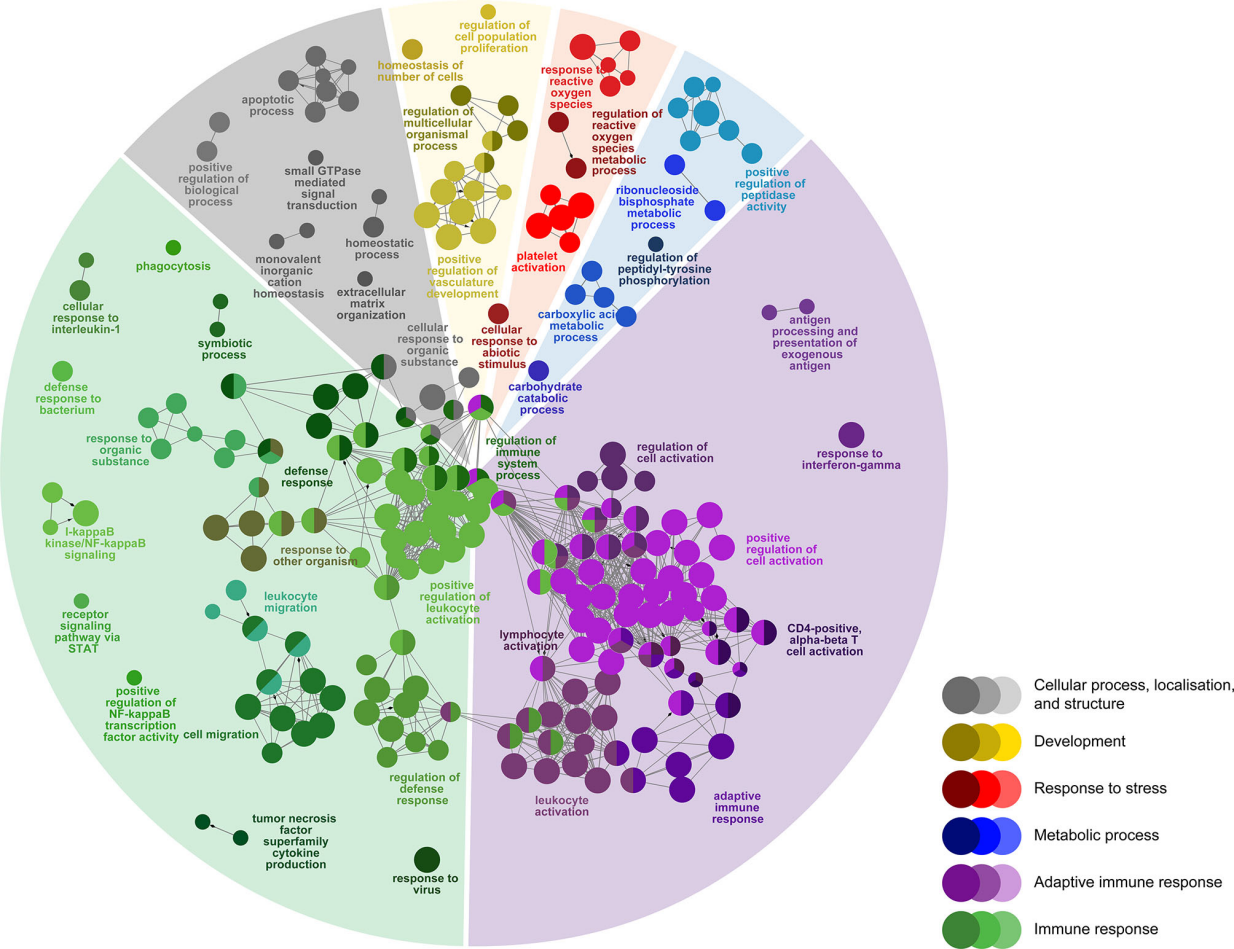
Enriched biological processes GO term networks of SRS-responsive probes (n = 1470) in the head kidney of Atlantic salmon at 21 days post-injection (DPI) shared by both H-SRS and L-SRS groups. Nodes represent significantly enriched GO terms [right-sided hypergeometric test, p-values (p < 0.01) corrected by Benjamini-Hochberg]. GO terms are grouped by functional theme and arranged to fit the sectors of a pie chart representing the proportion of GO terms in each functional theme. Nodes are colored according to the functional theme to which they were assigned. Grey lines in between GO terms indicate high connectivity (kappa coefficient > 0.5). Lines with arrows indicate the direction of positive regulation between GO terms, and lines with diamonds indicate the direction of regulation between GO terms.

There were 166 DEPs only identified in the L-SRS group (L-SRS vs. Control) associated with several immune-related BP terms (73.6%), including “response to type I interferon”, “regulation of cytokine-mediated signaling pathway”, and “alpha-beta T cell activation”. In addition, many of these DEPs were involved in cellular process, localisation, and structure (26.3%), such as “regulation of muscle cell apoptotic process” and “actin filament-based movement” (**Figure 5A**; **Supplemental Table S5**). 

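In the re-analysis, 71 probes passed 1% in L-SRS and not in H-SRS, 30 higher and 41 lower than in CON. All 71 changed in the same direction in H-SRS, where 69 had an unadjusted p under 0.05 (limma) and 62 passed an adjusted p of 5%. The shared controls favour the same direction. In simulated draws with shared controls and no change in either group, a median of 68.0% and at most 82.5% of all probes had it. The share among probes chosen against these controls was not simulated. The median size of their log2 fold change was 1.01 in L-SRS and 0.749 in H-SRS. Tested directly, 7 of them had an unadjusted p under 0.05 between H-SRS and L-SRS, and none passed the adjustment over all probes. The number was 21 without L-SRS replicate 4, 36 without L-SRS replicate 2, 41 without L-SRS replicate 1 and 46 without CON replicate 1, and it was 115 without H-SRS replicate 5. It was higher still without H-SRS replicate 4 and highest without H-SRS replicate 2. The enrichment of BP terms was not tested again.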

A much larger set of DEPs (n = 1606) was identified only in the H-SRS group (H-SRS vs. Control), and their over-represented BP terms (n = 269; **Figure 5B**; **Supplemental Table S6**) were similar in number and diversity to the enriched terms associated with the overlapping SRS-responsive DEPs. 

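In the re-analysis, 1180 probes passed 1% in H-SRS and not in L-SRS, 592 higher and 588 lower than in CON. Of these, 1179 changed in the same direction in L-SRS, where 1114 had an unadjusted p under 0.05 and 748 an adjusted p under 5% (limma). As both groups were set against the same controls, part of this can hold without any change in L-SRS. The median size of their log2 fold change was 1.15 in H-SRS and 0.788 in L-SRS. In the direct comparison of the infected groups, 281 of them had an unadjusted p under 0.05, and none passed the adjustment over all probes.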

Briefly, 37.5% of the enriched BP terms were linked with the adaptive immune response (e.g. “regulation of T cell activation”, “response to interferon-gamma”, “B cell differentiation”, “hematopoietic or lymphoid organ development”), and 31.2% were associated with the immune response (e.g. “myeloid cell differentiation”, “regulation of cytokine production”) (**Figure 5B**; **Supplemental Table S6**). The enriched BPs in the transcript list only identified in the H-SRS group also included terms related to cellular process, localisation, and structure (15.6%; e.g. “cellular transition metal ion homeostasis”, “programmed cell death”, “vesicle budding from membrane”), metabolic process (7.8%; e.g. “carbohydrate derivative metabolic process”), response to stress (4.8%; e.g. “reactive oxygen species metabolic process”), and development (3.0%; e.g. “regulation of multicellular organismal process”) (**Figure 5B**; **Supplemental Table S6**).

**Figure 5:**
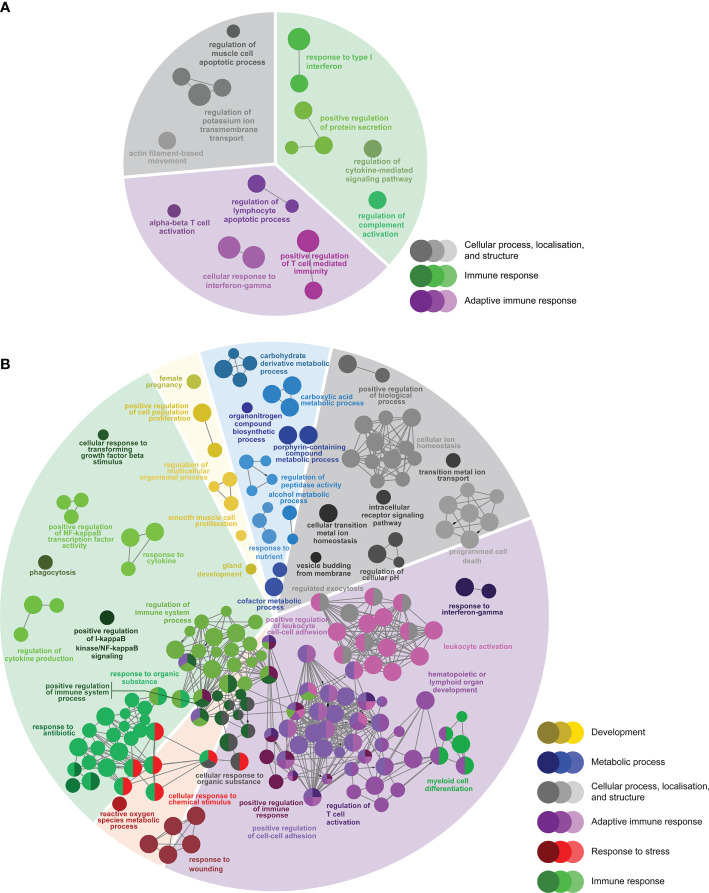
Enriched biological processes GO term networks of **(A)** SRS-responsive probes only identified in L-SRS group (n = 166) and **(B)** SRS-responsive probes only identified in H-SRS group (n = 1606) in the head kidney of Atlantic salmon at 21 days post-injection (DPI). Nodes represent significantly enriched GO terms [right-sided hypergeometric test, p-values corrected by Benjamini-Hochberg of 0.01 (i.e. FDR = 1%)]. GO terms are grouped by functional theme and arranged to fit the sectors of a pie chart representing the proportion of GO terms in each functional theme. Nodes are colored according to the functional theme to which they were assigned. Grey lines in between GO terms indicate high connectivity (kappa coefficient > 0.5). Lines with arrows indicate the direction of positive regulation between GO terms, and lines with diamonds indicate the direction of regulation between GO terms.

### 3.5 qPCR Confirmation

Forty-two transcripts representing various molecular pathways [innate immune response (i.e. anti-bacterial response, inflammatory response, immune lipid mediators, anti-viral response), cellular immunity (i.e. leukocyte activation and migration, antigen presentation and recognition), and other physiological processes (i.e. oxidative stress response, iron metabolism, apoptosis)] based on GO term enrichment analyses were selected for qPCR confirmation using a complete set of biological replicates collected at 21 DPI (total n = 37; 11 L-SRS, 17 H-SRS, and 9 CON). All of the transcripts evaluated for qPCR confirmation, except for *frrs1b*, agreed with the microarray results in the direction of change (i.e. up- or down-regulation) (**Figures 6**–**8**). In addition, the log_2_ fold-change values calculated from microarray and qPCR data showed a highly significant correlation (R^2^ = 0.8653; *p* < 0.0001), showing excellent overall confirmation of the microarray results by qPCR (**Supplemental Figure S3**).

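Of the 42 transcripts in Table 1, 30 have a probe that is named in the readable part of Supplemental Table S3, and all 30 could be tested on the arrays. For 29 of them the qPCR gives a direction. By the brightest probe, the 22 that were higher by qPCR were higher on the arrays in both infected groups. The 7 that were lower by qPCR were lower in both. Of the 7 tested probes of gsn, 1 (C137R117) went the other way. It rose by 1.00 in L-SRS (adjusted p = 0.0103, limma) and 0.74 in H-SRS (adjusted p = 0.0193). Past 1% (limma) were 18 of the 30 in L-SRS and 23 in H-SRS, and the change was larger in H-SRS for 19. The transcript without a qPCR direction, frrs1b (C113R097), was lower on the array, by -0.92 on the log2 scale in L-SRS (adjusted p = 0.053) and -1.29 in H-SRS (adjusted p = 0.0060). Its adjusted p in H-SRS rose to at most 0.0179 when CON replicate 2, 3 or 4 or H-SRS replicate 1, 2, 3 or 4 was left out, and it did not pass 1% under 5 other alternatives. The brightest probe of il8a (C183R028) was -2.30 ± 0.434 (SD, n = 5) in CON, 0.09 ± 0.336 (n = 5) in L-SRS and 0.88 ± 0.511 (n = 5) in H-SRS, log2 fold changes of 2.39 (adjusted p = 7.3e-05) and 3.18 (adjusted p = 3.5e-06). For il1b, whose Cy5 signal was at the level of the background on all CON arrays, the signal was at least 5.56-fold higher in L-SRS and at least 7.22-fold higher in H-SRS. These bounds hold for the scaling used, as the normalized log2 fold change of il1b lay between 1.86 and 6.84 in L-SRS and between 2.36 and 7.49 in H-SRS over all alternatives. In L-SRS il1b did not pass 1% with no background correction, where its adjusted p was highest (0.0172, from 8.0e-05). Of the 51 genes that were chosen from the paper, these transcripts among them, 27 passed 1% in L-SRS and 39 in H-SRS, and 0 between H-SRS and L-SRS. Adjusted over the list alone the numbers were 46, 46 and 0, which is not independent evidence, since the study chose these genes on the same samples. The qPCR itself covered more fish than the arrays.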

**Figure 6:**
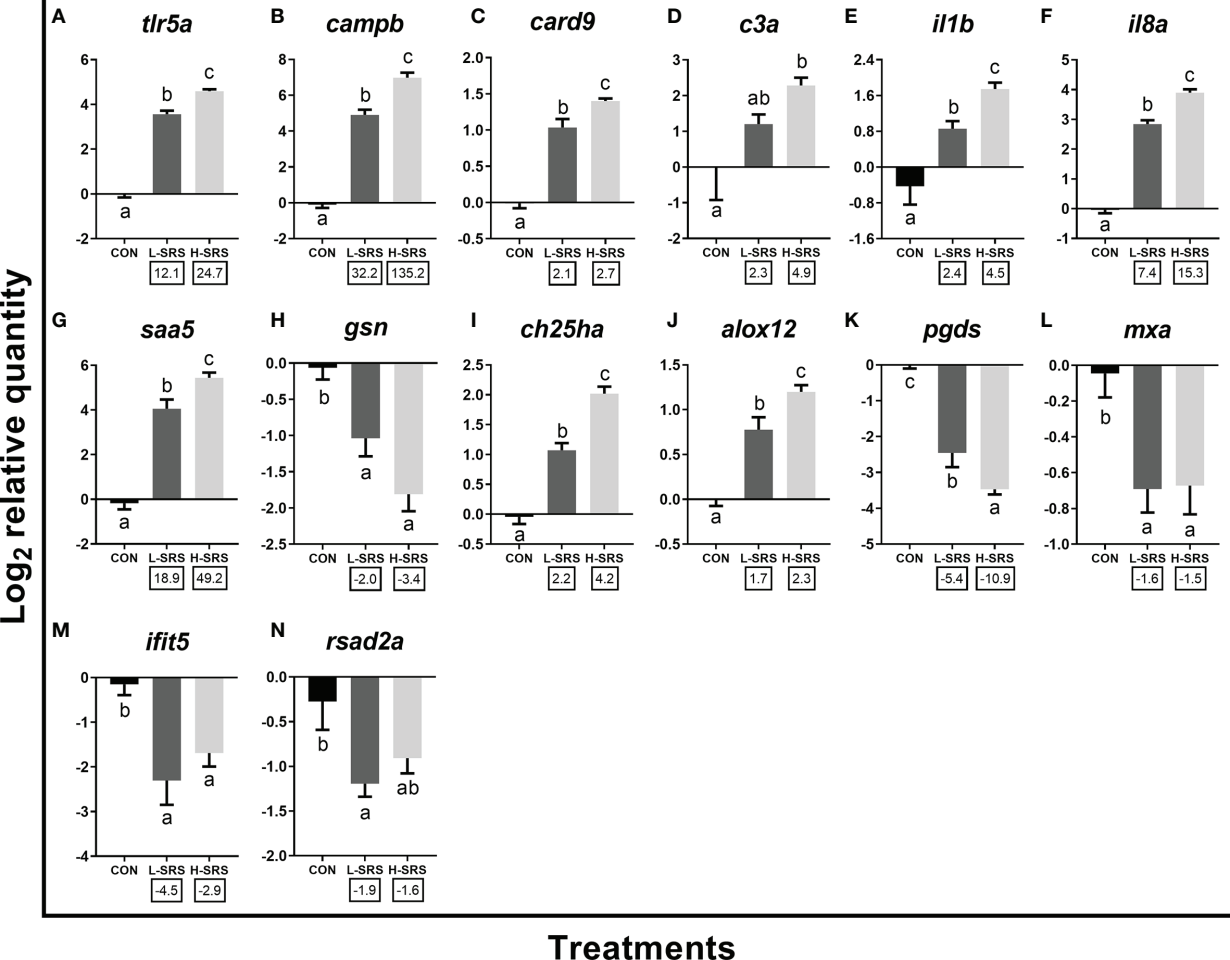
qPCR analyses of *P. salmonis*-responsive genes involved in the innate immune response. Fish with lower (L-SRS; n = 11) and higher (H-SRS; n = 17) level of *P. salmonis* infection at 21 days post-injection (DPI) as well as time-matched control (CON; n = 9) were used for qPCR confirmation. Average log_2_ RQs with SE bars are plotted. Different letters represent the significant differences among treatments (*p* < 0.05) with fold-change relative to control indicated below the x-axis. For qPCR fold-change calculation, overall fold up-regulation was calculated as 2^A-B^, where A is the mean of log_2_ RQ from the L-SRS or H-SRS groups, and B is the mean of log_2_ RQ from the CON group. For down-regulated transcripts, fold-change values were further inverted (-1/fold-change). **(A)** *toll-like receptor 5a*; **(B)** *cathelicidin antimicrobial peptide b*; **(C)** *caspase recruitment domain-containing protein 9*; **(D)** *complement c3a*; **(E)** *interleukin 1 beta*; **(F)** *interleukin 8a* (alias *C-X-C motif chemokine ligand 8a*); **(G)** *serum amyloid A-5 protein*; **(H)** *gelsolin precursor*; **(I)** *cholesterol 25-hydroxylase a*; **(J)** *arachidonate 12-lipoxygenase, 12S-type*; **(K)** *lipocalin-type prostaglandin D synthase*; **(L)** *interferon-induced GTP-binding protein Mx a*; **(M)** *interferon-induced protein with tetratricopeptide repeats 5*; **(N)** *radical S-adenosyl methionine domain-containing protein 2a*.

qPCR results for 14 transcripts involved in the innate immune response are shown in **Figure 6**. Expression levels of *tlr5a*, *campb*, *card9*, *il1b*, *il8a*, *saa5*, *ch25ha* and *alox12* were significantly induced by *P. salmonis* infection in both H-SRS and L-SRS groups (**Figures 6A–C, E–G, I, J**). On the contrary, SRS-induced expression of *c3a* was only significant in the H-SRS group (**Figure 7D**). The expression levels of *gsn*, *pgds*, and three well-known antiviral genes (*rsad2a*, *ifit5*, *mxa*) were repressed by *P. salmonis* infection in both the H-SRS and L-SRS groups except for *rsad2a*, which only showed a significant difference between L-SRS and the control (**Figures 6H, K–N**). All genes in this category, except for the three antiviral genes, exhibited infection level-dependent up-regulation (e.g. *tlr5a*, *campb*, *il8a*, *il1b*, *saa5*, *c3a*) or down-regulation (i.e. *gsn*, *pgds*).

**Figure 7:**
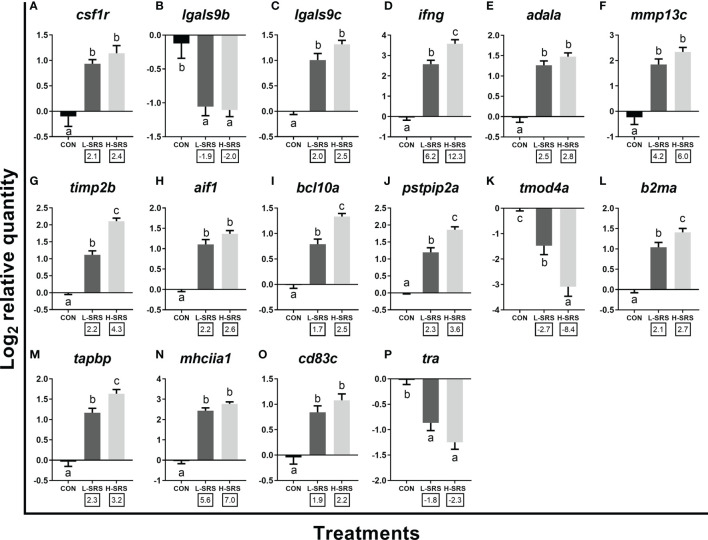
qPCR analysis of *P. salmonis*-responsive genes involved in cellular immunity (e.g. leukocyte activation and function). Fish with lower (L-SRS; n = 11) and higher (H-SRS; n = 17) level of *P. salmonis* infection at 21 days post-injection (DPI) as well as time-matched control (CON; n = 9) were used for qPCR confirmation. Average log_2_ RQs with SE bars are plotted. Different letters represent the significant differences among treatments (*p* < 0.05) with fold-change relative to control indicated below the x-axis. For qPCR fold-change calculation, overall fold up-regulation was calculated as 2^A-B^, where A is the mean of log_2_ RQ from the L-SRS or H-SRS groups, and B is the mean of log_2_ RQ from the CON group. For down-regulated transcripts, fold-change values were further inverted (-1/fold-change). **(A)** *macrophage colony-stimulating factor 1 receptor*; **(B)** *galectin 9b*; **(C)** *galectin 9c*; **(D)** *interferon gamma;* **(E)** *adenosine deaminase-like a*; **(F)** *matrix metalloproteinase 13c*; **(G)** *metalloproteinase inhibitor 2b*; **(H)** *allograft inflammatory factor 1*; **(I)** *B-cell lymphoma/leukemia 10a*; **(J)** *proline-serine-threonine phosphatase-interacting protein 2a*; **(K)** *tropomodulin-4a*; **(L)** *beta-2-microglobulin precursor a*; **(M)** *tapasin*; **(N)** *MHC class II antigen alpha chain 1*; **(O)** *cd83 antigen c*; **(P)** *T cell receptor alpha*.

Sixteen transcripts playing roles in the leukocyte activation and function were subjected to qPCR analysis in the current study (**Figure 7**). Genes related to leukocyte activation, differentiation and migration (i.e. *csf1r*, *lgals9c*, *ifng*, *adala*, *mmp13c*, *timp2b*, *aif1*, *bcl10a*, *pstip2a*) were induced in both L-SRS and H-SRS groups, whereas the expression of two other genes (*lgals9b* and *tmod4a*) were repressed compared with the control fish (**Figures 7A–K**). *P. salmonis* infection significantly induced four genes related to antigen presentation (*mhciia1*, *tapbp*, *cd83c*, *b2ma*); however, it suppressed the expression of *tra* (which is involved in antigen recognition) in both L-SRS and H-SRS groups (**Figures 7L–P**). Overall, in this category, 6 genes showed infection level-dependent up-regulation (*ifng*, *timp2b*, *bcl10a*, *pstpip2a*, *b2ma*, *tapbp*), and 1 gene showed infection level-dependent down-regulation (*tmod4a*).

Expression levels of 12 transcripts encoding proteins related to other physiological processes (i.e. redox homeostasis, iron metabolism, and apoptosis) were also evaluated (**Figure 8**). Among the 5 genes related to the oxidative stress response, 2 of them (*ncf2*, *txnb*) had increased expression in fish infected with *P. salmonis* (with *txnb* only significant for L-SRS group), while the other three transcripts (*catc*, *sesn1a*, *selenopb*) showed the opposite regulation (**Figures 8A–E**). Considering iron metabolism-related transcripts, expression levels of *hmox1a*, *hampa*, and *frrs1a* were significantly higher in fish infected with *P. salmonis*, whereas the level of *frrs1b* was not affected (**Figures 8F–I**). In addition, SRS suppressed the transcript expression of *ftm* (**Figure 8J**). Considering apoptotic relevant genes, the expression levels of *aifm2* and *bnip3la* were higher (only for H-SRS) and lower in fish infected with *P. salmonis* compared with the control, respectively (**Figures 8K, L**). Overall, 4 genes (*ncf2*, *hmox1a*, *hampa*, *frrs1a*) exhibited infection level-dependent up-regulation, and 2 genes (*catc*, *sesn1a*) showed infection level-dependent down-regulation among all genes in this category.

**Figure 8:**
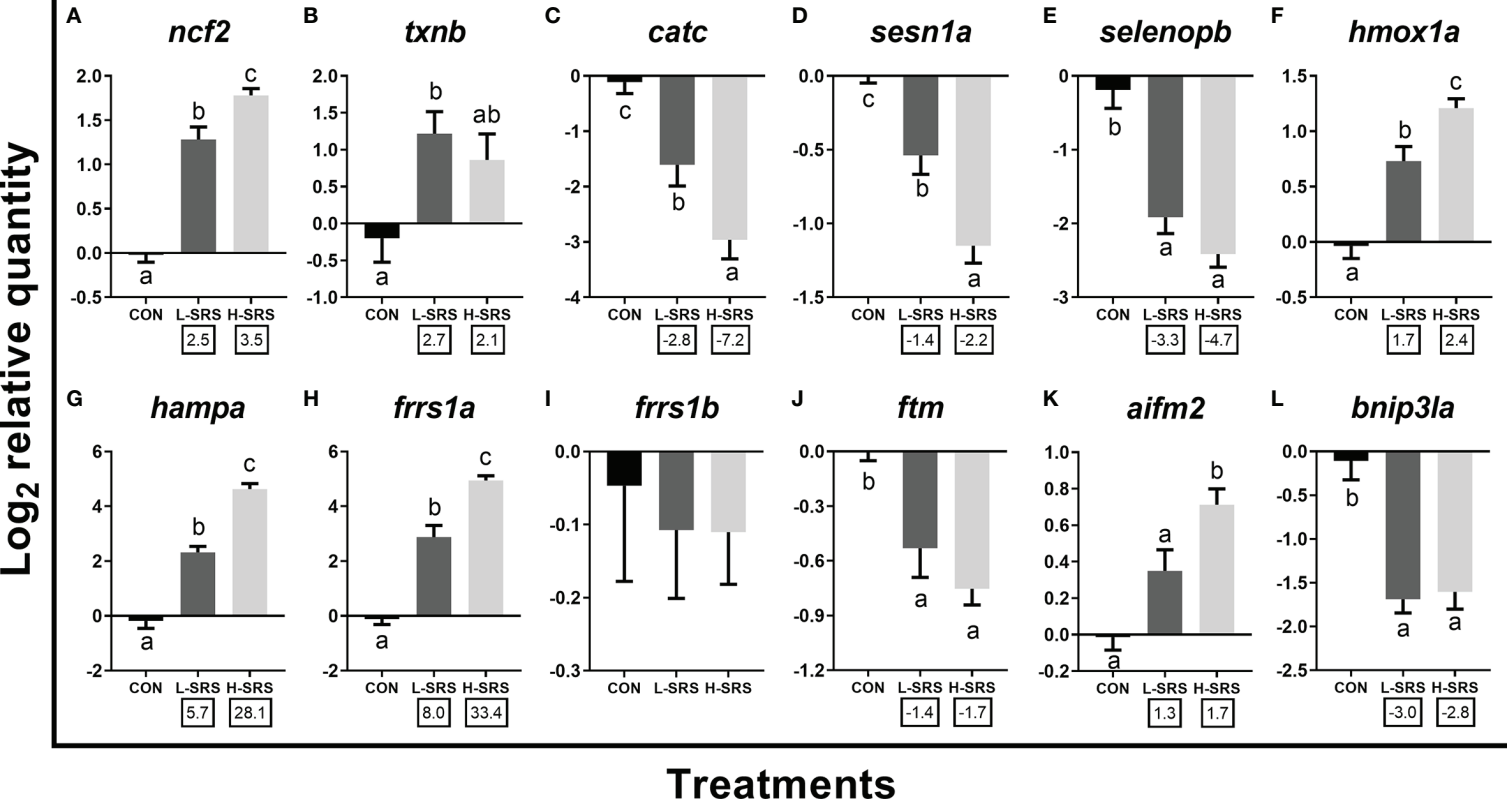
qPCR analysis of *P. salmonis*-responsive genes involved in redox homeostasis and other cellular processes. Fish with lower (L-SRS; n = 10) and higher (H-SRS; n = 16) level of *P. salmonis* infection at 21 days post-injection (DPI) as well as time-matched control (CON; n = 8) were used for qPCR confirmation. Average log_2_ RQs with SE bars are plotted. Different letters represent the significant differences among treatments (*p* < 0.05) with fold-change relative to control indicated below the x-axis. For qPCR fold-change calculation, overall fold up-regulation was calculated as 2^A-B^, where A is the mean of log_2_ RQ from the L-SRS or H-SRS groups, and B is the mean of log_2_ RQ from the CON group. For down-regulated transcripts, fold-change values were further inverted (-1/fold-change). **(A)** *neutrophil cytosol factor 2*; **(B)** *thioredoxin b*; **(C)** *catalase c*; **(D)** *sestrin-1a*; **(E)** *selenoprotein p b*; **(F)** *heme oxygenase 1a*; **(G)** *hepcidin a*; **(H)** *ferric-chelate reductase 1a*; **(I)** *ferric-chelate reductase 1b*; **(J)** *ferritin, middle subunit*; **(K)** *apoptosis inducing factor mitochondria associated 2*; **(L)** *BCL2/adenovirus E1B 19 KDa protein-interacting protein 3-like a*.

### 3.6 Correlation Analyses for the Expression of qPCR-Assessed Transcripts With the Level of *P. salmonis* Infection

Of the 42 qPCR-analyzed transcripts, 25 showed a significant correlation with the level of *P. salmonis* infection (**Table 1**). The RQ values of *hampa*, *frrs1a*, *il8a*, *timp2b*, *campb*, *tlr5a*, *ifng*, *ch25ha*, *il1b*, *pstpip2a*, *bcl10a*, *saa5*, *tapbp*, *card9*, *ncf2*, *hmox1a*, *alox12*, *aifm2* and *c3a* were positively correlated with the infection level, whereas *sesn1a*, *pgds*, *selenopb*, *gsn*, *ftm* and *tra* showed significant negative correlations with the expression level of *P. salmonis ITS*. Interestingly, 13 out of the remaining 17 transcripts (*mhciia1*, *lgals9c*, *aif1*, *adala*, *mmp13c*, *lgals9b*, *csf1r*, *txnb*, *mxa*, *cd83c*, *ifit5*, *bnip3la*, *rsad2a*) that did not have significant correlations with the level of *P. salmonis* infection, still exhibited either an increase or decrease in their expression in infected groups compared with control fish; their expression did not differ between L-SRS and H-SRS groups (**Figures 6**–**8**; **Table 1**).

**Table 1:** Correlation analyses for the expression of qPCR-studied transcripts with the level of *P. salmonis* infection.

Transcript^1^	Direction of change^2^	Pearson r	*p-*value	Theme	Putative Function
***Significant positive correlation***					
*hampa*	Up-regulation	0.841	<0.001	Other physiological processes	Iron metabolism
*frrs1a*	Up-regulation	0.777	<0.001	Other physiological processes	Iron metabolism
*il8a*	Up-regulation	0.775	<0.001	Innate immune response	Inflammatory response
*timp2b*	Up-regulation	0.760	<0.001	Cellular immunity	Leukocyte migration
*campb*	Up-regulation	0.750	<0.001	Innate immune response	Anti-bacterial response
*tlr5a*	Up-regulation	0.703	<0.001	Innate immune response	Anti-bacterial response
*ifng*	Up-regulation	0.689	<0.001	Cellular immunity	Leukocyte activation
*ch25ha*	Up-regulation	0.681	<0.001	Innate immune response	Immune lipid mediators
*il1b*	Up-regulation	0.676	<0.001	Innate immune response	Inflammatory response
*pstpip2a*	Up-regulation	0.646	<0.001	Cellular immunity	Leukocyte migration
*bcl10a*	Up-regulation	0.577	0.001	Cellular immunity	Leukocyte migration
*saa5*	Up-regulation	0.569	0.002	Innate immune response	Inflammatory response
*tapbp*	Up-regulation	0.496	0.007	Cellular immunity	Antigen presentation and recognition
*card9*	Up-regulation	0.467	0.012	Innate immune response	Inflammatory response
*ncf2*	Up-regulation	0.450	0.016	Other physiological processes	Oxidative stress response
*hmox1a*	Up-regulation	0.421	0.026	Other physiological processes	Iron metabolism
*alox12*	Up-regulation	0.413	0.029	Innate immune response	Immune lipid mediators
*aifm2*	Up-regulation	0.385	0.043	Other physiological processes	Apoptosis
*c3a*	Up-regulation	0.378	0.047	Innate immune response	Anti-bacterial response
***Significant negative correlation***					
*sesn1a*	Down-regulation	-0.796	<0.001	Other physiological processes	Oxidative stress response
*pgds*	Down-regulation	-0.640	<0.001	Innate immune response	Immune lipid mediators
*selenopb*	Down-regulation	-0.552	0.002	Other physiological processes	Oxidative stress response
*gsn*	Down-regulation	-0.521	0.004	Innate immune response	Inflammatory response
*ftm*	Down-regulation	-0.441	0.019	Other physiological processes	Iron metabolism
*tra*	Down-regulation	-0.419	0.026	Cellular immunity	Antigen presentation and recognition
***Non-significant correlation***					
*tmod4a*	Down-regulation	-0.351	0.067	Cellular immunity	Leukocyte migration
*catc*	Down-regulation	-0.342	0.075	Other physiological processes	Oxidative stress response
*mhciia1*	Up-regulation	0.298	0.124	Cellular immunity	Antigen presentation and recognition
*lgals9c*	Up-regulation	0.269	0.167	Cellular immunity	Leukocyte activation
*aif1*	Up-regulation	0.249	0.201	Cellular immunity	Leukocyte migration
*b2ma*	Up-regulation	0.244	0.211	Cellular immunity	Antigen presentation and recognition
*adala*	Up-regulation	0.225	0.250	Cellular immunity	Leukocyte activation
*mmp13c*	Up-regulation	0.196	0.318	Cellular immunity	Leukocyte migration
*lgals9b*	Down-regulation	-0.156	0.427	Cellular immunity	Leukocyte activation
*csf1r*	Up-regulation	-0.097	0.624	Cellular immunity	Leukocyte activation
*txnb*	Up-regulation	-0.096	0.627	Other physiological processes	Oxidative stress response
*frrs1b*	–	0.090	0.647	Other physiological processes	Iron metabolism
*mxa*	Down-regulation	-0.069	0.727	Innate immune response	Anti-viral response
*cd83c*	Up-regulation	0.063	0.751	Cellular immunity	Antigen presentation and recognition
*ifit5*	Down-regulation	-0.040	0.839	Innate immune response	Anti-viral response
*bnip3la*	Down-regulation	-0.037	0.850	Other physiological processes	Apoptosis
*rsad2a*	Down-regulation	0.033	0.869	Innate immune response	Anti-viral response

^1^Control fish were excluded from the current analysis.

^2^Direction of transcript expression change as compared to the control groups.

## 4 Discussion

### 4.1 A Low Mortality Model of Piscirickettsiosis in Atlantic Salmon Parr Involving an EM-90-Like Strain but With a Strong Transcriptomic Response in Head Kidney

Improved understanding of the molecular mechanisms involved in the host response to *P. salmonis* will accelerate the development of effective diagnostics, vaccines, therapeutics, and nutritional solutions to combat SRS. The present study used a robust microarray platform, the cGRASP-designed Agilent 44K salmonid oligonucleotide microarray (30), to explore the transcriptomic response of the Atlantic salmon head kidney from a low mortality *P. salmonis* EM-90-like strain infection in freshwater. EM-90-like strains represent an epidemiologically relevant group in the current situation of piscirickettsiosis (e.g. in Chilean salmon aquaculture) (18); however, it has received fewer research efforts compared with that of LF-89-like isolates. Piscirickettsiosis has often been reported in seawater-reared salmonids; the disease in coho salmon and rainbow trout farmed in freshwater has also been documented previously (22, 23, 59). The lower incidence of SRS outbreaks in freshwater may be related to the instability of the bacterium in this environment (59). Nevertheless, experimental infection trials have been successfully demonstrated in freshwater reared coho salmon, Atlantic salmon and rainbow trout with up to 98% mortalities (24–26).

Two recent studies on the development of challenge models involving *P. salmonis* EM-90-like isolates in Atlantic salmon post-smolts showed extremely high mortalities (>95%) in both Trojan and cohabitant groups (20, 21). In contrast, much lower mortalities (28.5-32.7%) were observed in fish injected with an EM-90-like strain in the present study. Although the life stages of salmon in the current study differed from previous challenge models, the lower mortality rate observed here is likely due to the lower amount/concentration of bacterial inoculum given to the fish. A low mortality EM-90-like *P. salmonis* infection model is needed to fill in the gaps in the current knowledge on piscirickettsiosis, and it can be an essential tool to develop and test future preventive measures (e.g. functional feed) against the disease.

The infection prevalence of *P. salmonis* in all fish analyzed was 100% at both 13 and 21 DPI, with the highest transcript level of *P. salmonis ITS* detected at 21 DPI (**Figures 2A, B**). Congruently, the screening of four well-known antibacterial biomarkers (*campb*, *hampa*, *il8a* and *tlr5a*) in salmon head kidney also showed similar immune response dynamics. Although different challenge models (IP vs. cohabitation) were used, our results agree well with a previous study by Rozas-Serri et al. (19), where they found that the expression of many mediators of innate immunity (e.g. *il1b*, *il8*) correlated positively with the bacterial load in the head kidney of Atlantic salmon infected with an EM-90-like isolate. Based on our assessment of immune biomarker gene expression and pathogen levels across all sampling time points, we focused our efforts on profiling the transcriptome response of Atlantic salmon head kidney to *P. salmonis* infection at 21 DPI, a time point that is likely to reveal the highest transcriptome modulation. In addition, all the fish in the current study were infected with the same dose of *P. salmonis* inoculum; however, multivariate statistical analyses (i.e. PCA and clustering analysis) of infected fish at 21 DPI revealed two infection level phenotypes: a lower *P. salmonis* level with lower expression of antibacterial biomarkers (L-SRS); and a higher *P. salmonis* level with higher expression of antibacterial biomarkers (H-SRS) (**Supplemental Figure S1**). These two phenotypes observed in the current study are likely indicative of SRS resistance with H-SRS being more susceptible and L-SRS being less susceptible to *P. salmonis*.

Although several transcriptomic studies have examined the impact of *P. salmonis* infection in Atlantic salmon (4, 10, 11, 17, 60), only one study, carried out by Rozas-Serri et al. (17), focused on an EM-90-like isolate in post-smolts. Despite a relatively low mortality rate observed in the present study, we have identified a much larger set of *P. salmonis*-responsive molecular biomarkers (a total of 3,242 DEPs) in the head kidney of Atlantic salmon compared with the results (298 DEGs in the IP injection model) of Rozas-Serri et al. (17). Although the salmon’s life stage differed between studies, the smaller number of transcripts identified therein may be attributed to the difference in response to the studied time points (5 vs. 21 days). There is a high variation in the transcriptomic response (i.e. total numbers of differentially expressed probes/genes) to infection in Atlantic salmon among studies involving other strains of *P. salmonis* (e.g. LF-89). For instance, the first transcriptome study using a 3.5K GRASP cDNA microarray identified 69 transcripts differentially expressed in response to *P. salmonis* in Atlantic salmon head kidney, following 14 days of infection (4). Pulgar et al. (11), using the same time point (14 DPI) and a 32K cGRASP cDNA microarray, identified approximately 2,500 DEPs between infected and non-infected fish among Atlantic salmon families with varying levels of susceptibility to the infection. In contrast, only 207 *P. salmonis*-responsive transcripts in the head kidney of Atlantic salmon were detected two days post-infection using a different version of the 44K oligo microarray compared with the present study (10). As discussed earlier, this is likely due to a mild transcriptomic modulation during an early stage of *P. salmonis* infection.

To confirm the microarray results, 42 transcripts representing various molecular pathways [innate immune response (e.g. anti-bacterial response, inflammatory response), cellular immunity (e.g. leukocyte activation and migration)], and other physiological processes (e.g. oxidative stress response, iron metabolism] were subjected to qPCR analyses using larger numbers of biological replicates in addition to those that were included in the microarray study. All of the qPCR-analyzed transcripts, except for *frrs1b*, agreed with microarray results in the direction of change and statistical significance in at least one of the comparisons (i.e. L-SRS vs control or H-SRS vs control). A highly significant correlation (R^2^ = 0.8653; *p* < 0.0001) was also obtained between microarray and qPCR data, suggesting an excellent overall confirmation of microarray results by qPCR.

### 4.2 *P. salmonis* Infection Affects Host Innate Immunity

In the present study, we examined the global gene expression response in both lower and higher *P. salmonis* level individuals compared with the time-matched control fish; the identified pathways overlapping between lower and higher infection level groups (L-SRS and H-SRS) may represent the core defense response in Atlantic salmon. The pathway enrichment analysis of SRS-responsive transcripts overlapping between both infection groups (1,470 DEPs) showed a large number of BPs (36.3%) associated with innate immune responses were regulated in response to *P. salmonis* infection (**Figure 4**; **Supplemental Table S4**). Enriched BP terms related to immune response include “positive regulation of NF-kappaB transcription factor activity”, “defense response to bacterium”, “regulation of inflammatory response”, “response to interleukin-1”, and “response to virus and chemotaxis”. Similar to our study, previous transcriptomic analyses of head kidneys in Atlantic salmon infected with *P. salmonis* revealed an activated innate immune defense response mechanism (4, 10, 11, 17).

In the current study, 14 genes directly involved in the innate immune response were analyzed by qPCR (**Figure 6**). *P. salmonis* infection showed up-regulation of *tlr5a*, *campb*, *card9* and *c3a* in both L-SRS and H-SRS groups compared with the control, except for *c3a*, which was only significant in H-SRS group. The flagellin-dependent activation of Tlr5, a pattern-recognition receptor (PRR), has been well recognized in mammals and a similar mechanism has been reported in some teleosts [e.g. rainbow trout and Japanese flounder (*Paralichthys olivaceus*)] (61). However, some recent studies on non-motile bacterial infection models in Atlantic salmon (e.g. *P. salmonis* and *R. salmoninarum*) (17, 31), as well as the current research, suggest that the induction of *tlr5a* in Atlantic salmon may not be flagellin-dependent. Transcripts *campb* and *c3a* encode an antimicrobial peptide and a complement protein, respectively; they are both essential members of humoral components of innate immunity against a large array of pathogens (62). In agreement with our results, the transcription of Atlantic salmon *camp* and *c3* was induced in fish infected with EM-90-like *P. salmonis* isolate (17). Card9 is an adaptor protein that mediates signals from PRRs to activate inflammatory cytokines, playing a key role in the innate immune response to several intracellular pathogens in humans (63). The increased transcription of *campb*, *c3a*, and *card9* in fish infected with *P. salmonis* in the present study indicate stimulation of innate immune response.

The innate immune pathways activated by *P. salmonis* infection modulated the expression of *il1b*, *il8a*, *saa5*, and *gsn*, which are associated with inflammation and acute phase response. Il1b is one of the earliest expressed pro-inflammatory cytokines after activation of host PRRs (64), and enables organisms to respond promptly to an infection by inducing a cascade of reactions leading to inflammation (65). A member of the CXC chemokine family, Il8/Cxcl8, regulated by Il1b, functions as a chemotactic factor by recruiting specific subsets of leukocytes to sites of inflammation and infection (65). As in our study, Rozas-Serri et al. (19) observed up-regulation of both *il1b* and *il8* in the head kidney of Atlantic salmon challenged by LF-89-like and EM-90-like isolates. Saa5 plays a significant role in the acute phase response in animals suffering from infection or injury, and its transcript levels increased dramatically in rainbow trout with *Yersinia ruckeri* infection (66). In mammals, GSN is a crucial regulator of actin filament assembly and disassembly; however, recent evidence from mammals suggests that GSN inhibits the inflammatory and cytokine response induced by LPS and overexpression of GSN decreases inflammation and apoptosis in experimental allergic encephalomyelitis animals (67, 68). Moreover, in agreement with our results, Eslamloo et al. (31) also showed the decreased expression of *gsn* in Atlantic salmon infected with *R. salmoninarum*. The suppressed *gsn* expression may enhance the overall inflammatory response in the *P. salmonis* infected Atlantic salmon.

The present study showed that *P. salmonis* infection modulated transcripts encoding lipid mediators (i.e. *ch25ha*, *alox12*, and *pgds*), which play vital roles in the innate immune response. Ch25h converts cholesterol to oxysterol 25-hydroxycholesterol to maintain cholesterol homeostasis (69). Studies in mammals and fish suggested that Ch25h has additional functions in immunomodulation (e.g. antiviral and antibacterial activities) and can positively and negatively regulate the inflammatory responses (69, 70). Similar to our study, *R. salmoninarum* induced the expression of *ch25ha* in Atlantic salmon head kidney (31). Transcripts *alox12* and *pgds* encode enzymes that act on different polyunsaturated fatty acid substrates to generate bioactive lipid mediators (e.g. eicosanoids) and mediate inflammatory response (71, 72). The observed down-regulation of *pgds* in the head kidney of Atlantic salmon infected with *P. salmonis* in this study agrees well with previous Atlantic salmon infection and immune challenge models (4, 31, 73). These data confirm that lipid mediators could be playing important roles in different infectious diseases in Atlantic salmon.

Three well-known antiviral (or viral-induced) biomarkers studied by qPCR (i.e. *mxa*, *ifit5*, and *rsad2a*) had decreased mRNA expression in fish infected with *P. salmonis* in the present study. Previous studies on sea lice infection models in Atlantic salmon showed similar down-regulation of several antiviral effector genes, including those that were regulated by the interferon pathway (33, 74). Further, sea lice-infected Atlantic salmon that had lower expression of antiviral genes showed higher infectious salmon anemia viral load and mortality (75). It is worth noting that the current microarray analyses also revealed increased expression of additional *mx* paralogues and other transcripts known to be involved in anti-viral response (e.g. *interferon-induced protein 44*, *guanylate-binding protein 1*) (76, 77) upon *P. salmonis* infection (**Supplemental Table S3**). Therefore, it is possible that some aspects of anti-viral immunity were altered, which could influence their susceptibility to viral infection.

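The log2 ratio of the probe named mxa (C030R081) was 1.00 ± 0.782 (SD, n = 5) in CON, -1.08 ± 0.649 (n = 5) in L-SRS and -1.08 ± 0.414 (n = 5) in H-SRS, log2 fold changes of -2.08 (adjusted p = 0.0024, limma) and -2.07 (adjusted p = 0.0013). All 5 fish of each infected group lay below all controls. The probe named mxb (C236R043) changed by -1.28 in L-SRS (adjusted p = 0.0126) and -1.08 in H-SRS (adjusted p = 0.0195), and passed 1% in both groups when CON replicate 4 was left out and in L-SRS also with array weights. Another probe, named mx (C046R063), went the other way. Its Cy5 signal was at the level of the background on all 5 CON arrays, and it was at least 6.75-fold higher in L-SRS and at least 11.1-fold higher in H-SRS. These bounds hold for the scaling used, as the normalized log2 fold change of mx lay between 2.28 and 6.32 in L-SRS and between 2.80 and 7.06 in H-SRS over all alternatives. In L-SRS it did not pass 1% with no background correction, where its adjusted p was highest (0.0159, from 1.8e-04). The other tested probe of mx (C217R071) was at the level of the background on 9 arrays and had values for n = 3 controls, too few above background to give its change. Interferon-induced protein 44 (ifi44) has 6 tested probes, of which 3 passed 1% in L-SRS and 5 in H-SRS. The brightest (C236R062) rose by 2.08 in L-SRS (adjusted p = 0.0011) and by 2.37 in H-SRS (adjusted p = 6.4e-04), where 2 saturated arrays left n = 3, while 2 of the other probes changed in the opposite direction. One of these (C002R053) is among the 5 that passed in H-SRS, with a change of -0.82 (adjusted p = 0.0028) and all 5 H-SRS fish below all controls, so 4 probes rose past 1% there. Guanylate-binding protein 1 (gbp1) has 11 tested probes, of which 4 passed 1% in L-SRS and 10 in H-SRS, none of them in the opposite direction. The brightest (C158R131) rose by 1.45 (adjusted p = 0.0023) and 2.13 (adjusted p = 6.9e-05). H-SRS 2 lay below the other H-SRS fish for this probe, at -0.79.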

### 4.3 *P. salmonis* Infection Affects Host Cellular Immunity

The present study showed that SRS influenced molecular pathways (e.g. “leukocyte migration”, “leukocyte activation”, “CD4-positive alpha-beta T cell activation”, “antigen processing and presentation of exogenous antigen”) involved in both innate and adaptive cellular immunity. More than one-third of over-represented BPs from the overlapping SRS-responsive transcript list (1,470 DEPs) were related to adaptive immunity. This large number of enriched adaptive immune response relevant BPs is somewhat unexpected since relatively low numbers of *P. salmonis*-responsive transcripts associated with adaptive immune response were identified by other relevant studies (4, 10, 11, 17). Nevertheless, Atlantic salmon infected with live *Renibacterium salmoninarum* (causative agent of Bacterial Kidney Disease) also revealed an extensive amount of adaptive immune processes being regulated (31).

Sixteen transcripts studied by qPCR in the current investigation play essential roles in leukocyte activation, migration, and function, and their mRNA levels in Atlantic salmon head kidney were significantly modulated by *P. salmonis* infection (**Figure 7**). For instance, *P. salmonis* induced four transcripts (i.e. *csf1r*, *lgals9c*, *ifng*, *adala*) and suppressed one transcript (i.e. *lgals9b*) that play putative roles in macrophage and/or lymphocyte activation. Csf1r acts as the receptor for colony stimulating factor 1, which regulates the production, differentiation, and function of monocytes/macrophages (78). In grass carp (*Ctenopharyngodon idellus*), Csf1r was identified as a specific surface marker of monocytes/macrophages, and its transcript level in various tissues was elevated in fish infected with *Aeromonas hydrophila* (79). Mammalian LGALS9 induces antibacterial activity in macrophages infected with *Mycobacterium tuberculosis* through macrophage activation and IL1B secretion (80), consistent with the up-regulation of one *lgals9* paralogue (i.e. *lgals9c*) in salmon infected with *P. salmonis* found in the present study. The opposite transcript expression change of *lgals9b* observed here suggests that these paralogues have undergone regulatory and potentially functional divergence. IFNG or type II interferon is a cytokine that exerts regulatory roles in both innate and adaptive immunity, including activating macrophages, enhancing antigen presentation and promoting T cell differentiation and activation (10, 31, 64, 81). Adal, an enzyme involved in the salvage of purine nucleotides, also plays an important role in regulating T cell activation and differentiation (82, 83).

The present qPCR study showed that *P. salmonis* infection modulated transcripts that play key roles in immune cell migration and actin/cytoskeleton reorganization (*mmp13c*, *timp2b*, *aif1*, *bcl10a*, *pstpip2a*, *tmod4a*) (**Figure 7**). Matrix metalloproteinases (MMPs) are a family of zinc-containing proteolytic enzymes that exert multiple roles in the immune response to infection, including facilitating leucocyte recruitment and migration, modulating cytokine and chemokine activity, and extracellular matrix remodeling (84). In the zebrafish heart regeneration model, the inhibition of both Mmp9 and Mmp13 resulted in impaired tissue regeneration and leukocyte recruitment (85). However, excess Mmp activity following infection may lead to immunopathology favouring the pathogen, agreeing with the up-regulation of transcript encoding Timp2b, a regulatory inhibitor of Mmps, in *P. salmonis*-infected salmon. The cytoskeleton and its components (e.g. different actins), well known for their roles in cell division, shape and movement, have essential functions in innate immunity and cellular self-defense (17, 60, 86). In mammals, transcripts encoding AIF1, PSTPIP2, and BCL10 positively regulate actin polymerization and/or filopodia formation, while Tmod4 prevents actin filaments from elongation (87–92). The activated actin polymerization is likely to contribute to the promotion of immune cell mobility and migration in *P. salmonis* infected animals (11). The transcript expression of *tmod4* in Atlantic salmon was also suppressed by *R. salmoninarum* (31). Future studies are needed to better understand the function of cytoskeletal remodeling during piscirickettsiosis. Part of the observed responses could contribute to phagocytosis, which may eliminate *P. salmonis* bacteria. At the same time, intracellular bacterial pathogens such as *P. salmonis* and *R. salmoninarum* likely need to modulate cytoskeleton rearrangements to favor their replication in host cells (60, 93).

The activation of cytotoxic T lymphocytes by recognition of antigenic peptides presented on major histocompatibility complex (MHC) molecules associated with antigen-presenting cells (APCs) is a critical process in the adaptive immunity of vertebrates (94, 95). As shown by the current qPCR analyses, transcripts involved in antigen processing, presentation, and recognition (i.e. *b2ma*, *tapbp*, *mhciia1*, *cd83c*, *tra*) were modulated by *P. salmonis* infection (**Figure 7**). B2m is a component of MHC class I molecules, which bind and present endogenously derived peptides to CD8^+^ T-cells (95). Tapbp is an MHC class I antigen-processing molecule present in the endoplasmic reticulum that helps the stabilization of a multimeric peptide-loading complex (94). Unlike MHC class I, the MHC class II molecules primarily reside on the surface of professional APCs such as dendritic cells which present the antigens derived from extracellular proteins to CD4^+^ T-cells (95, 96). In mammals, CD83 is a member of the immunoglobulin (Ig) superfamily and a surface marker on mature dendritic cells (97). In addition to the roles that CD83 plays in lymphocyte development, a previous study revealed that CD83 influences cell-surface MHC class II expression on B cells and other APCs in mice, therefore affecting antigen presentation (98). The increased transcript expression of genes involved in both MHC class I and II in the present study suggests the importance of antigen processing and presentation pathways in the Atlantic salmon response to SRS. Interestingly, the current microarray study identified 69 down-regulated probes related to T-cell receptors [63 for T-cell receptor alpha (*tra*) and 6 for T-cell receptor beta] in fish infected with *P. salmonis* (**Supplemental Table S3**) with the suppression of *tra* confirmed by qPCR in both L-SRS and H-SRS fish. Tra is a protein complex found on the surface of T-cells responsible for recognizing fragments of antigen presented by MHC molecules (99). In agreement with our results, previous studies also reported the down-regulation of *tra* in *P. salmonis*-infected Atlantic salmon head kidney (4, 10). CD274 could also play a role in the suspected suppression of T-cell activity in the current study. This inhibitory receptor ligand, induced in both L-SRS and H-SRS fish (**Supplemental Table S3**), binds to the receptor PD-1, commonly expressed on T-cells, thereby blocking T-cell activation (100).

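The brighter of the 2 probes of cd274 (C114R053) had a log2 ratio of -1.69 ± 0.192 (SD, n = 5) in CON, 0.25 ± 0.403 (n = 5) in L-SRS and 0.49 ± 0.249 (n = 5) in H-SRS. The log2 fold changes were 1.94 (standard error 0.192, adjusted p = 3.3e-05, limma) in L-SRS and 2.17 (adjusted p = 6.3e-06) in H-SRS. Every infected fish lay above every control. Over all alternatives, leaving out each fish included, the change lay between 1.33 and 2.16 in L-SRS and between 1.60 and 2.38 in H-SRS, past 1% each time. The other probe passed 1% in H-SRS only. The difference of 0.23 between H-SRS and L-SRS did not exceed the spread between fish (unadjusted p = 0.244, adjusted p = 1.00, limma).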

### 4.4 *P. salmonis* Infection Affects Other Physiological Processes

Apart from the regulation of immune pathways and processes, the current microarray data also showed genes involved in other physiological processes [e.g. “response to reactive oxygen species” (**Figure 4**), “transition metal ion transport” and “programmed cell death” (**Figure 5B**)] were affected in *P. salmonis*-infected Atlantic salmon. We selected 12 microarray-identified genes related to these processes for qPCR confirmation (**Figure 8**). It is well-known that reactive oxygen species (ROS) play a dual role in pathogenic infections (101). ROS (i.e. free radicals) can protect the host from invading pathogens. However, their overproduction can cause oxidative stress, resulting in tissue damage. The up-regulation of *ncf2*, part of the NADPH oxidase components (102), suggests the elevated production of free radicals in response to *P. salmonis* infection. This result is consistent with the up-regulation of NADPH oxidase in the liver of Atlantic salmon infected with *P. salmonis* found in a previous study (10). Interestingly, the transcript encoding for the protein Txn, a critical antioxidant enzyme, was up-regulated only in L-SRS group. The up-regulation of *txnb* in L-SRS group may be a protective response to oxidative stress resulting from *P. salmonis* infection. In the current study, *P. salmonis* infection also suppressed transcripts encoding enzymes that are important in the antioxidant defense system (e.g. *catc*, *sesn1a*, and *selenopb*). Similar results for *selenopb* transcript expression was reported in a previous study on Atlantic salmon head kidney infected with *P. salmonis* (4). Moreover, Rozas-Serri et al. (17) found that more than 10 genes associated with the anti-oxidative response were down-regulated in the head kidney of *P. salmonis* infected Atlantic salmon. These results suggest that *P. salmonis* infection modulates the host antioxidant system, which may result in severe tissue damage.

Iron is a crucial nutrient for the survival of bacteria and a key regulator of the host-pathogen interaction (103). Of the iron metabolism relevant genes studied by qPCR, our results showed that *P. salmonis* infection up-regulated the expression of *hampa*, *frrs1a* and *hmox1a*, and down-regulated the expression of *ftm* in both the L-SRS and H-SRS groups. It is well-known that HAMP exhibits antimicrobial activity against bacteria and fungi (104). It also plays a key role in the maintenance of iron homeostasis and the negative regulation of iron efflux in macrophages (105, 106). FRRS1 (also referred to as SDR2) reduces ferric to ferrous iron before its transport from the endosome to the cytoplasm (107). Iron withholding response or nutritional immunity is a process initiated by infection-induced inflammation that aims to deprive invading pathogens from circulating iron; the host sequesters iron within intracellular pools which is thought to starve pathogens of this essential nutrient further limiting disease progression (12, 13). The activation of nutritional immunity was evidenced by the up-regulation of *hampa*, *frrs1a*, *haptoglobin* and *hemopexin* (microarray-identified; **Supplemental Table S3**) that increase iron intracellular storage, while the slight down-regulation of *ftm* suggests that the response needs to be finely tuned. 

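The brighter probe of hampa (C201R032) had a log2 ratio of -3.54 ± 0.355 (SD, n = 5) in CON, -0.30 ± 0.752 (n = 5) in L-SRS and 0.88 ± 0.314 (n = 5) in H-SRS, log2 fold changes of 3.24 (standard error 0.305, adjusted p = 2.2e-05, limma) and 4.42 (adjusted p = 1.0e-06). Between H-SRS and L-SRS it was 1.18 higher in H-SRS, with an unadjusted p of 0.0015 that did not pass the adjustment over all probes. The probe of frrs1a (C192R055) rose by 2.42 in L-SRS (adjusted p = 0.0020) and by 3.41 in H-SRS (adjusted p = 8.2e-05), with a Cy5 signal at the level of the background on 3 arrays. Its change in L-SRS did not pass 1% with slide in the model (adjusted p = 0.0103, the highest over all alternatives, from 6.0e-04). Haptoglobin (hp) has 6 tested probes, of which all passed 1% in H-SRS and 0 in L-SRS. The brightest (C133R037) rose by 1.82 (adjusted p = 0.054) in L-SRS and by 2.78 (adjusted p = 0.0035) in H-SRS. The adjusted p in H-SRS was at most 0.0111 when CON replicate 2 or 4 was left out, and 0.0122 when dim spots were kept, the highest over all alternatives, from 7.7e-04. CON 5 had a higher log2 ratio of this probe than the other controls, at -0.86. Hemopexin (hpx, C201R010) rose by 1.56 (adjusted p = 0.176) and 2.05 (adjusted p = 0.054) and did not pass 1% in either group. Its signal was at the level of the background on 10 arrays. The brightest of the 3 probes of ftm (C133R102) changed by -1.70 (adjusted p = 0.028) in L-SRS and -2.44 (adjusted p = 0.0019) in H-SRS, where all 3 probes passed 1%. In L-SRS it passed when L-SRS replicate 5 was left out and with the default normexp fit on every array. Between H-SRS and L-SRS, frrs1a was 1.00 higher in H-SRS, with an unadjusted p of 0.032 (limma) that did not pass the adjustment. The differences of hp, hpx and ftm between H-SRS and L-SRS did not reach an unadjusted p of 0.05 (limma).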

Pulgar et al. (11) found that significant up-regulation of *hamp* was only shown in Atlantic salmon families with high susceptibility to *P. salmonis* but not in the low susceptibility families. Given that *P. salmonis* is a facultative intracellular bacterium, iron withholding response may be more detrimental for the host and more beneficial to *P. salmonis* once established inside the cells. Recently, several groups have successfully treated *P. salmonis* infection with iron chelators (12, 16) – induction of the nutritional immunity (iron withholding response) and limiting access of iron to bacteria under this condition appears to be a viable disease control strategy. The lack of sufficient amounts of extracellular iron resulted from iron withholding response likely had adverse consequences for the differentiation of red blood cells in the head kidney, which is considered to be the primary site of erythropoiesis in teleost fish (108). This was evidenced by the decrease in the expression of erythrocyte-specific genes (e.g. *spectrin beta chain* and *hemoglobin*) (109), and a gene governing erythropoiesis (*erythropoietin receptor*) (110) in *P. salmonis* infected fish as shown by the current microarray analyses (**Supplemental Table S3**). 

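The brightest of the 3 probes of hbe1, a hemoglobin subunit (C203R119), had a log2 ratio of 0.98 ± 0.36 (SD, n = 5) in CON, -0.52 ± 1.42 (n = 5) in L-SRS and -2.50 ± 0.756 (n = 5) in H-SRS. The log2 fold change was -1.50 in L-SRS (adjusted p = 0.094, limma) and -3.48 in H-SRS (adjusted p = 5.2e-04), and the difference of -1.98 between H-SRS and L-SRS had an unadjusted p of 0.0024 that did not pass the adjustment over all probes. The subunits hbad (C062R154) and hbz (C109R104) changed by -1.35 (adjusted p = 0.0153) and -1.41 (adjusted p = 0.0169) in L-SRS and by -1.78 (adjusted p = 0.0015) and -1.87 (adjusted p = 0.0016) in H-SRS. In L-SRS, hbad passed 1% when CON replicate 1 was left out and with array weights. A further subunit, hba4 (C056R125), changed by -2.19 (adjusted p = 0.048) and -1.70 (adjusted p = 0.095), which did not pass in either group. The probe of epor (C031R061) changed by -1.15 in L-SRS (adjusted p = 0.021) and -1.27 in H-SRS (adjusted p = 0.0077). In H-SRS its adjusted p rose to at most 0.0209 when CON replicate 2, 4 or 5, L-SRS replicate 2 or H-SRS replicate 2, 3, 4 or 5 was left out, and it did not pass under 6 other alternatives. In L-SRS it passed 1% when L-SRS replicate 5 was left out and with the default normexp fit on every array. All 4 subunits and epor kept their direction under every alternative. Spectrin beta chain has no named probe in the readable part of Supplemental Table S3 and was not tested by name.

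**Figure D2:**
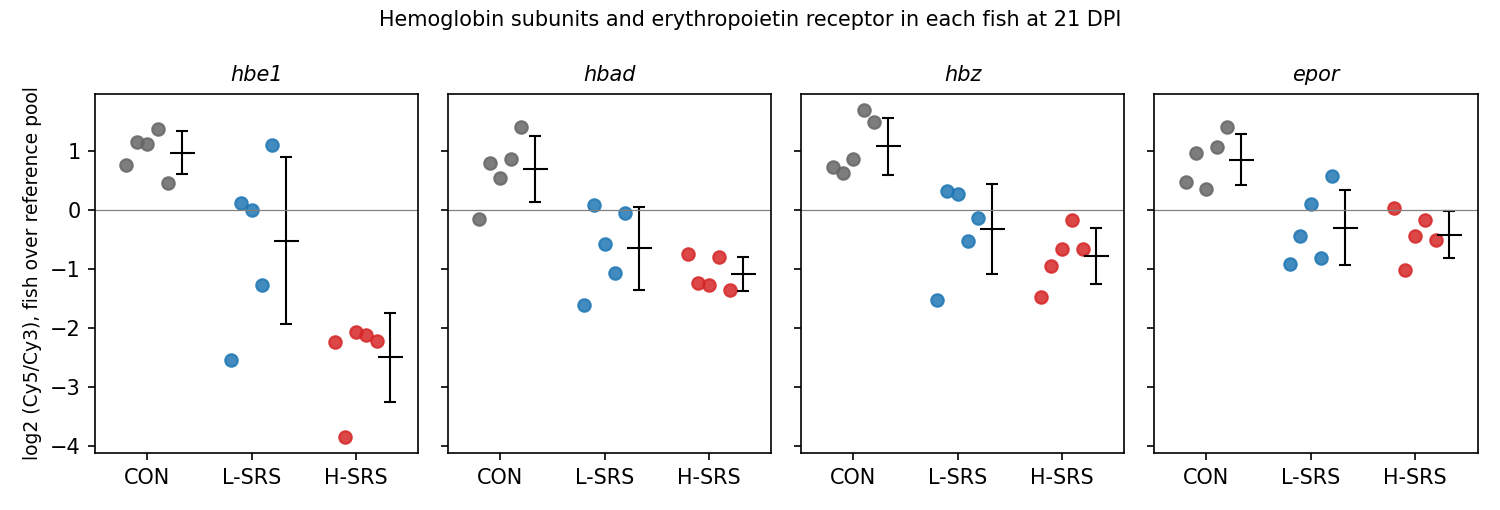
Log2 ratio of Cy5 (fish) to Cy3 (reference pool) for the brightest probe of hbe1, hbad, hbz and epor in each fish. The line and bar beside each group are the mean and SD (n = 5). For hbe1 the H-SRS fish lie below all controls, with H-SRS 2 lowest at -3.84, and the L-SRS fish spread from -2.55 to 1.11.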

The increased transcript expression of *hmox1*, an essential enzyme in the breakdown of heme originating from degraded senescent erythrocytes and heme-proteins, producing equal amounts of iron, carbon monoxide and biliverdin (111), suggested that the heme metabolism was also affected by SRS.

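The probe named hmox1 (C091R051) had a log2 ratio of -0.93 ± 0.225 (SD, n = 5) in CON, -0.21 ± 0.197 (n = 5) in L-SRS and 0.34 ± 0.529 (n = 5) in H-SRS. Its log2 fold change was 0.72 in L-SRS (adjusted p = 0.048, limma) and 1.27 in H-SRS (adjusted p = 0.0011), with all 5 fish of each infected group above all controls. The probe named hmox1a (C133R031) rose by 0.81 (adjusted p = 0.044) and 1.22 (adjusted p = 0.0027). In H-SRS, hmox1a did not pass 1% under 2 alternatives, 1 of them slide in the model (adjusted p = 0.0102, with a range from 7.8e-04 to 0.0132 over all alternatives). Between H-SRS and L-SRS the unadjusted p was 0.025 for hmox1 and 0.113 for hmox1a (limma), and neither passed the adjustment.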

Our results suggest that *P. salmonis* infection affects the host redox status, which may influence cell death and necrosis. Previous studies have shown that *P. salmonis* modulates cellular apoptosis to enable their replication and survival within the host cells (4, 10, 17, 60). Of the apoptosis-related genes studied by qPCR, our results revealed that *P. salmonis* infection up-regulated the expression of *aifm2* in H-SRS and down-regulated the expression of *bnip3la* in both the L-SRS and H-SRS groups. Human AIFM2 (also referred to as AMID) has a pro-apoptotic function and is a p53 target to promote caspase-independent cell death (112). Bnip3 is another pro-apoptotic gene that belongs to the Bcl-2 protein family (113). Moraleda et al. (60) also showed that *bnip3* was down-regulated in Atlantic salmon during SRS infection, and it was positively correlated with resistance to SRS. Taken together, these results suggest that the host may stimulate apoptotic pathways as a means to control pathogen dissemination, while *P. salmonis* needs to ensure the maintenance of host cells in which it resides.

### 4.5 Genes and Their Expression That Might Be Associated With SRS Resistance

As mentioned earlier, the present study also aimed to explore the transcriptomic differences between individuals having higher and lower pathogen loads (L-SRS vs H-SRS), which could potentially provide insight into disease resistance mechanisms (11, 27, 28). At the pathway level (i.e. GO term enrichment), we analyzed two groups of DEPs between infected and non-infected fish. The first group included 166 probes that were significantly modulated only in the L-SRS group, and the second group had 1606 probes that were significantly modulated only in the H-SRS group. Although a relatively small number of DEPs were exclusive to the L-SRS group, the enriched GO terms were primarily associated with the immune response (36.8%; e.g. “response to type I interferon”, “regulation of complement activation”) and the adaptive immune response (36.8%; e.g. “alpha-beta T cell activation” and “cellular response to interferon-gamma”), suggesting the importance of these pathways (e.g. IFN-mediated) for the positive outcome of *P. salmonis* infection. The enriched GO terms associated with 1606 DEPs responsive only in the H-SRS group were similar to the enriched terms related to the overlapping SRS-responsive genes in terms of number and diversity. It included not only pathways related to immune responses but also pathways representing more general physiological processes such as development, metabolic process, and response to stress. This observation suggests that the transcriptional response to *P. salmonis* in the H-SRS group was more pronounced compared with the L-SRS group. In a previous *P. salmonis* challenge study in Atlantic salmon, resistant individuals had lower levels of bacterial load and higher expression of *c-type lysozyme* in head kidney, while susceptible fish presented with higher levels of bacterial load and higher expression of pro-inflammatory genes and genes involved in acute phase response (27). As indicated by several studies of bacterial (15, 114) and viral diseases (28, 29, 115) in salmonids, exaggerated innate immune responses are often linked to increase in pathology and other adverse outcomes.

At the gene level, we correlated the levels of qPCR-analyzed transcripts with the *P. salmonis* level. Among them, 19 transcripts had a significant positive correlation with the *P. salmonis* level, and many of them are related to iron metabolism (e.g. *hampa*, *frrs1a*), inflammatory response (e.g. *il8a*, *saa5*), antibacterial response (e.g. *campb*, *c3a*) and leukocyte function (e.g. *ifng*, *bcl10a*). There were 6 transcripts that had a significantly negative correlation with the *P. salmonis* level; these included genes involved in oxidative stress response (i.e. *sesn1a*, *selenopb*). As discussed earlier, some of these infection level-dependent responses (e.g. antibacterial response) are beneficial in eliminating the pathogen, while others (e.g. inflammatory response, iron withholding response) may be detrimental to the host. The significant correlations of these transcripts with the infection level suggest they could be suitable biomarkers for the assessment of infection level-dependent SRS responses in Atlantic salmon. It is worth mentioning that 13 qPCR-analyzed transcripts had a similar magnitude of increase or decrease in expression between the L-SRS and H-SRS groups. Among these were genes involved in cellular immunity [leukocyte function (e.g. *lgals9b*, *lgals9c*, *aif1*, *adala*, *mmp13c*, *csf1r*), antigen presentation and recognition (e.g. *mhciia1*, *cd83c*)], anti-viral response (e.g. *mxa*, *ifit5*, *rsad2a*), apoptosis (*bnip3la*), and oxidative stress response (*txnb*). These results suggest that the L-SRS fish can effectively modulate those important immune pathways, which may be key for SRS resistance.

## 5 Conclusion

In summary, the time-course analyses of pathogen load and four biomarkers of innate immunity in the head kidney of Atlantic salmon parr challenged with EM-90-like *P. salmonis* bacterium revealed two groups of fish with different infection levels at 21 DPI. Although the challenge resulted in a relatively low mortality rate, transcriptome profiling of infected fish revealed that piscirickettsiosis affected a great number of genes and pathways, particularly in the high infection group (i.e. H-SRS). High expression levels of genes involved in innate and adaptive immune processes were observed, while a relatively mild regulation of genes governing general physiological processes (e.g. development and metabolism) was seen in response to the *P. salmonis* infection. Furthermore, the comparison of individuals with differing levels of infection (H-SRS vs L-SRS) generated insights into the biological processes possibly involved in natural resistance. A more pronounced immune response against infection at a late stage observed in H-SRS fish suggests that at least part of these responses was exaggerated and not protective. It is however also possible that the H-SRS fish need to maintain a stronger immune response in order to deal with the high pathogen load and prevent further bacterial growth. To help fully elucidate mechanisms responsible for different infection phenotypes (L-SRS and H-SRS) and protection against *P. salmonis* infection, examination of earlier time points (e.g. 2 DPI) and other relevant tissues (e.g. spleen and liver) are necessary. It should be noted that aspects such as route of infection, infection level, and patterns of disease spread during natural SRS outbreaks may differ from the IP injection model. Finally, this study demonstrated a low mortality EM-90-like *P. salmonis* infection model and qPCR-validated many SRS-responsive molecular biomarkers, which are valuable tools for future research (e.g. evaluation of novel functional feeds that require low mortality outcomes) aimed at improving farmed Atlantic salmon resistance to SRS.

## Data Availability Statement

The whole microarray dataset of 20,701 probes is available in NCBI's Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/) under the accession GSE178327.

## Ethics Statement

All procedures in the fish infection trial were conducted following the guidelines of the Canadian Council on Animal Care (CCAC, 2005).

## Author Contributions

XX took a lead role in TaqMan assays, sample selection, microarray experimental design, microarray analyses, qPCR validation design, data analyses, data interpretation, and the writing of the manuscript draft. AC-S helped with statistical analyses and enrichment analyses, and reviewed the manuscript. JRH conducted qPCR analysis of pathogen load and candidate host immune biomarkers, and reviewed the manuscript. UN helped with microarray hybridization and data analyses, and reviewed the manuscript. SK assisted with the annotation of the microarray results. EJ managed the experimental design, infection trial and samplings, and took a part in manuscript preparation. SS took a part in data interpretation and manuscript preparation. CH managed the experimental design, infection trial and samplings. JS took a part in data interpretation, and reviewed the manuscript. RGT took a part in funding acquisition and data interpretation. MLR was involved in experimental design, sample selection, microarray experimental design, data analyses and data interpretation, and took an active role in manuscript writing. All authors read and approved the final manuscript.

## Funding

This study was part of two Genomic Applications Partnership Program (GAPP) projects [the Biomarker Platform for Commercial Aquaculture Feed Development project (#6604) and the Integrated Pathogen Management of Co-infection in Atlantic salmon (IPMC) project (#6607)], funded by the Government of Canada through Genome Canada and Genome Atlantic, and EWOS Innovation (now part of Cargill, Incorporated). The IPMC project was also funded by InnovateNL (Government of Newfoundland and Labrador, Department of Tourism, Culture, Industry and Innovation; Leverage R&D award #5401-1019-108). Funding was also provided by a Natural Sciences and Engineering Research Council of Canada (NSERC) Discovery Grant (2020-04519) to MLR. XX is supported by a Postgraduate Scholarship-Doctoral (PGS D) from NSERC and a Memorial University of Newfoundland SGS fellowship. Three qPCR assays (*il1b*, *il8a*, and *ch25ha*) for *P. salmonis*-responsive biomarkers were initially developed within a project titled “Genomic studies of salmon macrophage responses to *Piscirickettsia salmonis*”, which was led by Dr. Tiago S. Hori and funded *via* a Terra Nova Young Innovator Award to MLR.

## Conflict of Interest

Authors EJ, SS, CH and RGT were employed by company Cargill Incorporated.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

The authors declare that this study received funding from EWOS Innovation (now part of Cargill, Incorporated). Authors EJ, SS, CH, and RGT, in the representation of Cargill, Incorporated, participated in the design of infection trial, sample collection, data interpretation, and manuscript preparation. However, they had no role in the design, data collection and analysis of gene expression experiments, and the decision to submit the manuscript for publication.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Transcriptome Profiling of Atlantic Salmon (Salmo salar) Parr With Higher and Lower Pathogen Loads Following Piscirickettsia salmonis Infection
**Source:** Front Immunol. 2021 Dec 31;12:789465. doi: 10.3389/fimmu.2021.789465
**Supplement:** Supplementary file 1

**
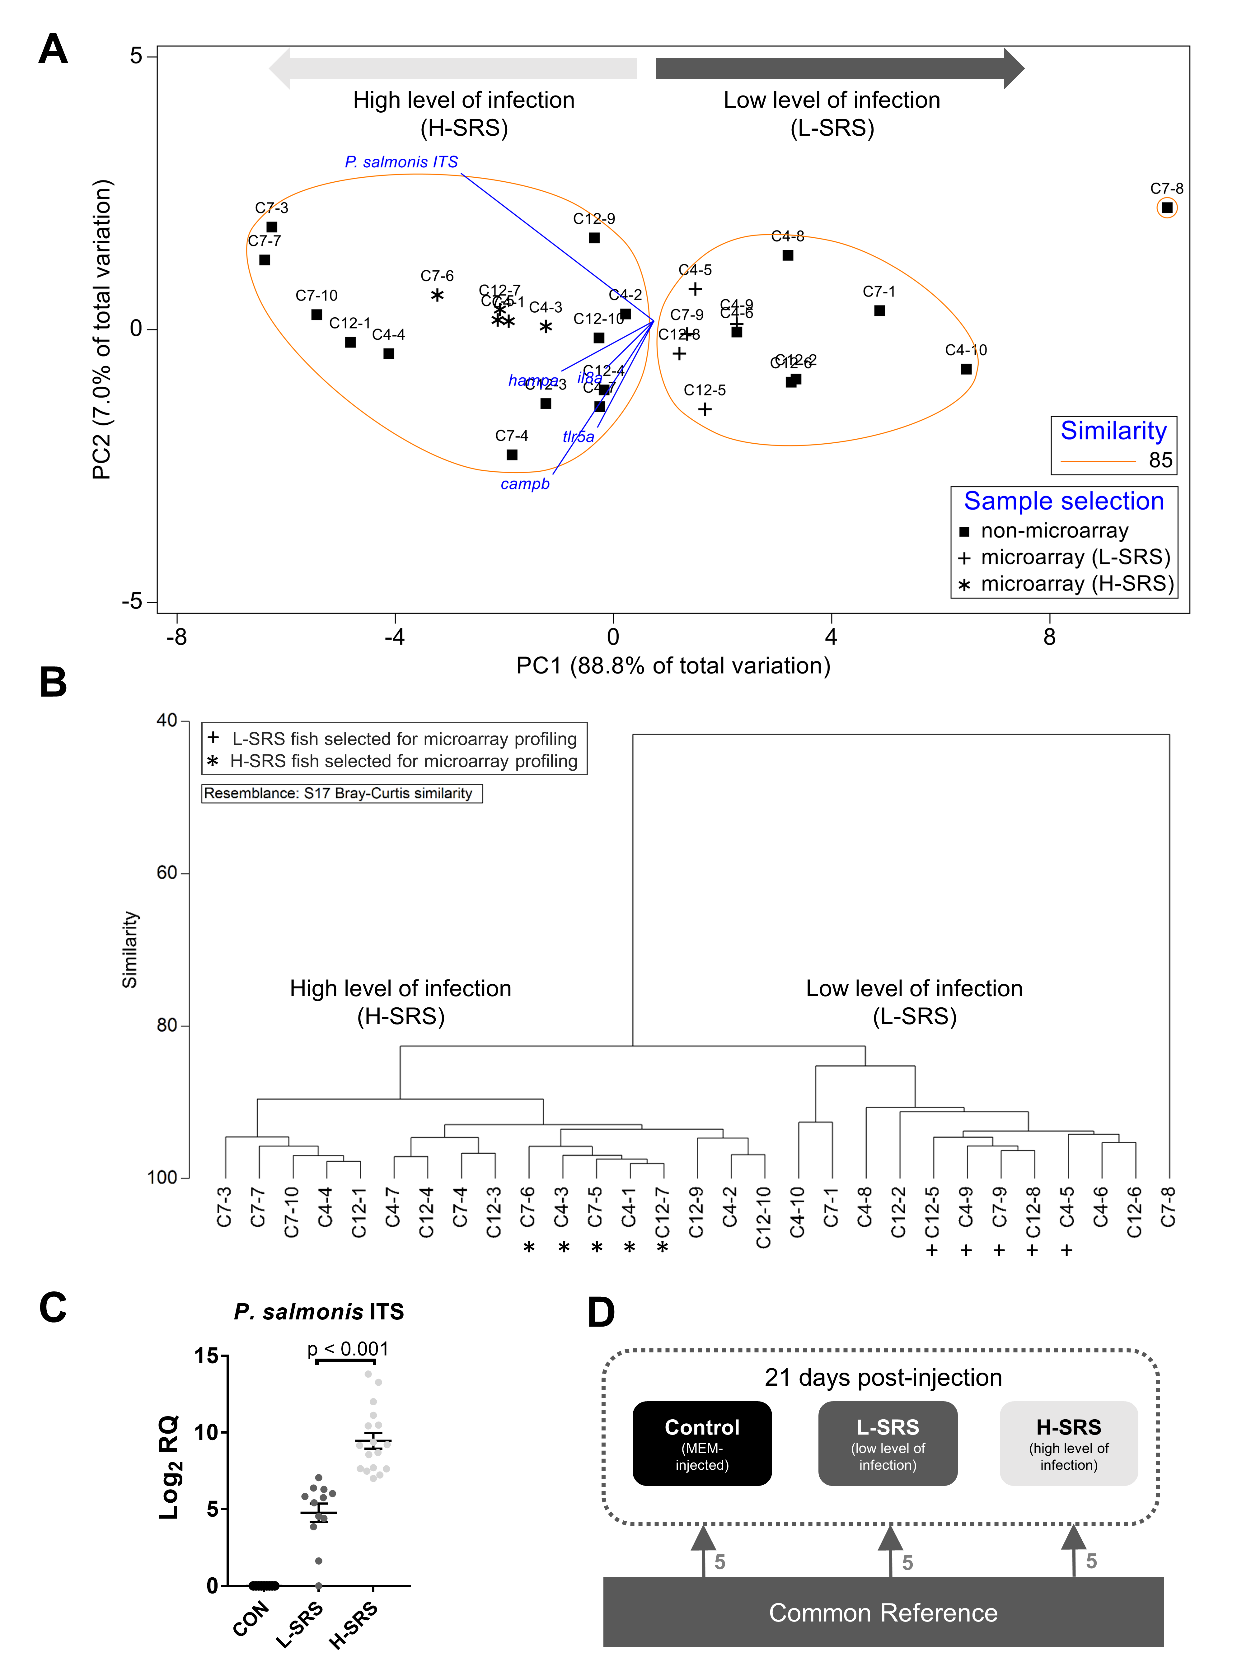
**

**Supplemental Figure S1.** Classification of infection level phenotypes by multivariate statistical analyses and microarray experimental design. (**A**) principal component analysis (PCA) and (**B**) hierarchical clustering of the expression levels of *P. salmonis* ITS and anti-bacterial biomarkers (*campb*, *hampa*, *il8a* and *tlr5a*) of 21 DPI individuals. Hierarchical clustering analyses performed using Pearson’s correlation resemblance matrices (PRIMER, Version 6.1.15, Ivybridge, UK). Two infection level phenotypes were identified except fish C7-8: one group of fish with higher levels of the *P. salmonis* ITS and the anti-bacterial biomarkers (H-SRS) and another group of fish with lower levels of the *P. salmonis* ITS and the anti-bacterial biomarkers (L-SRS). (**C**) Levels of *P. salmonis* ITS in fish classified as L-SRS and H-SRS compared to the control fish (CON). (**D**) microarray experimental design. Five fish from each group were selected and used for the transcriptome analyses.

**
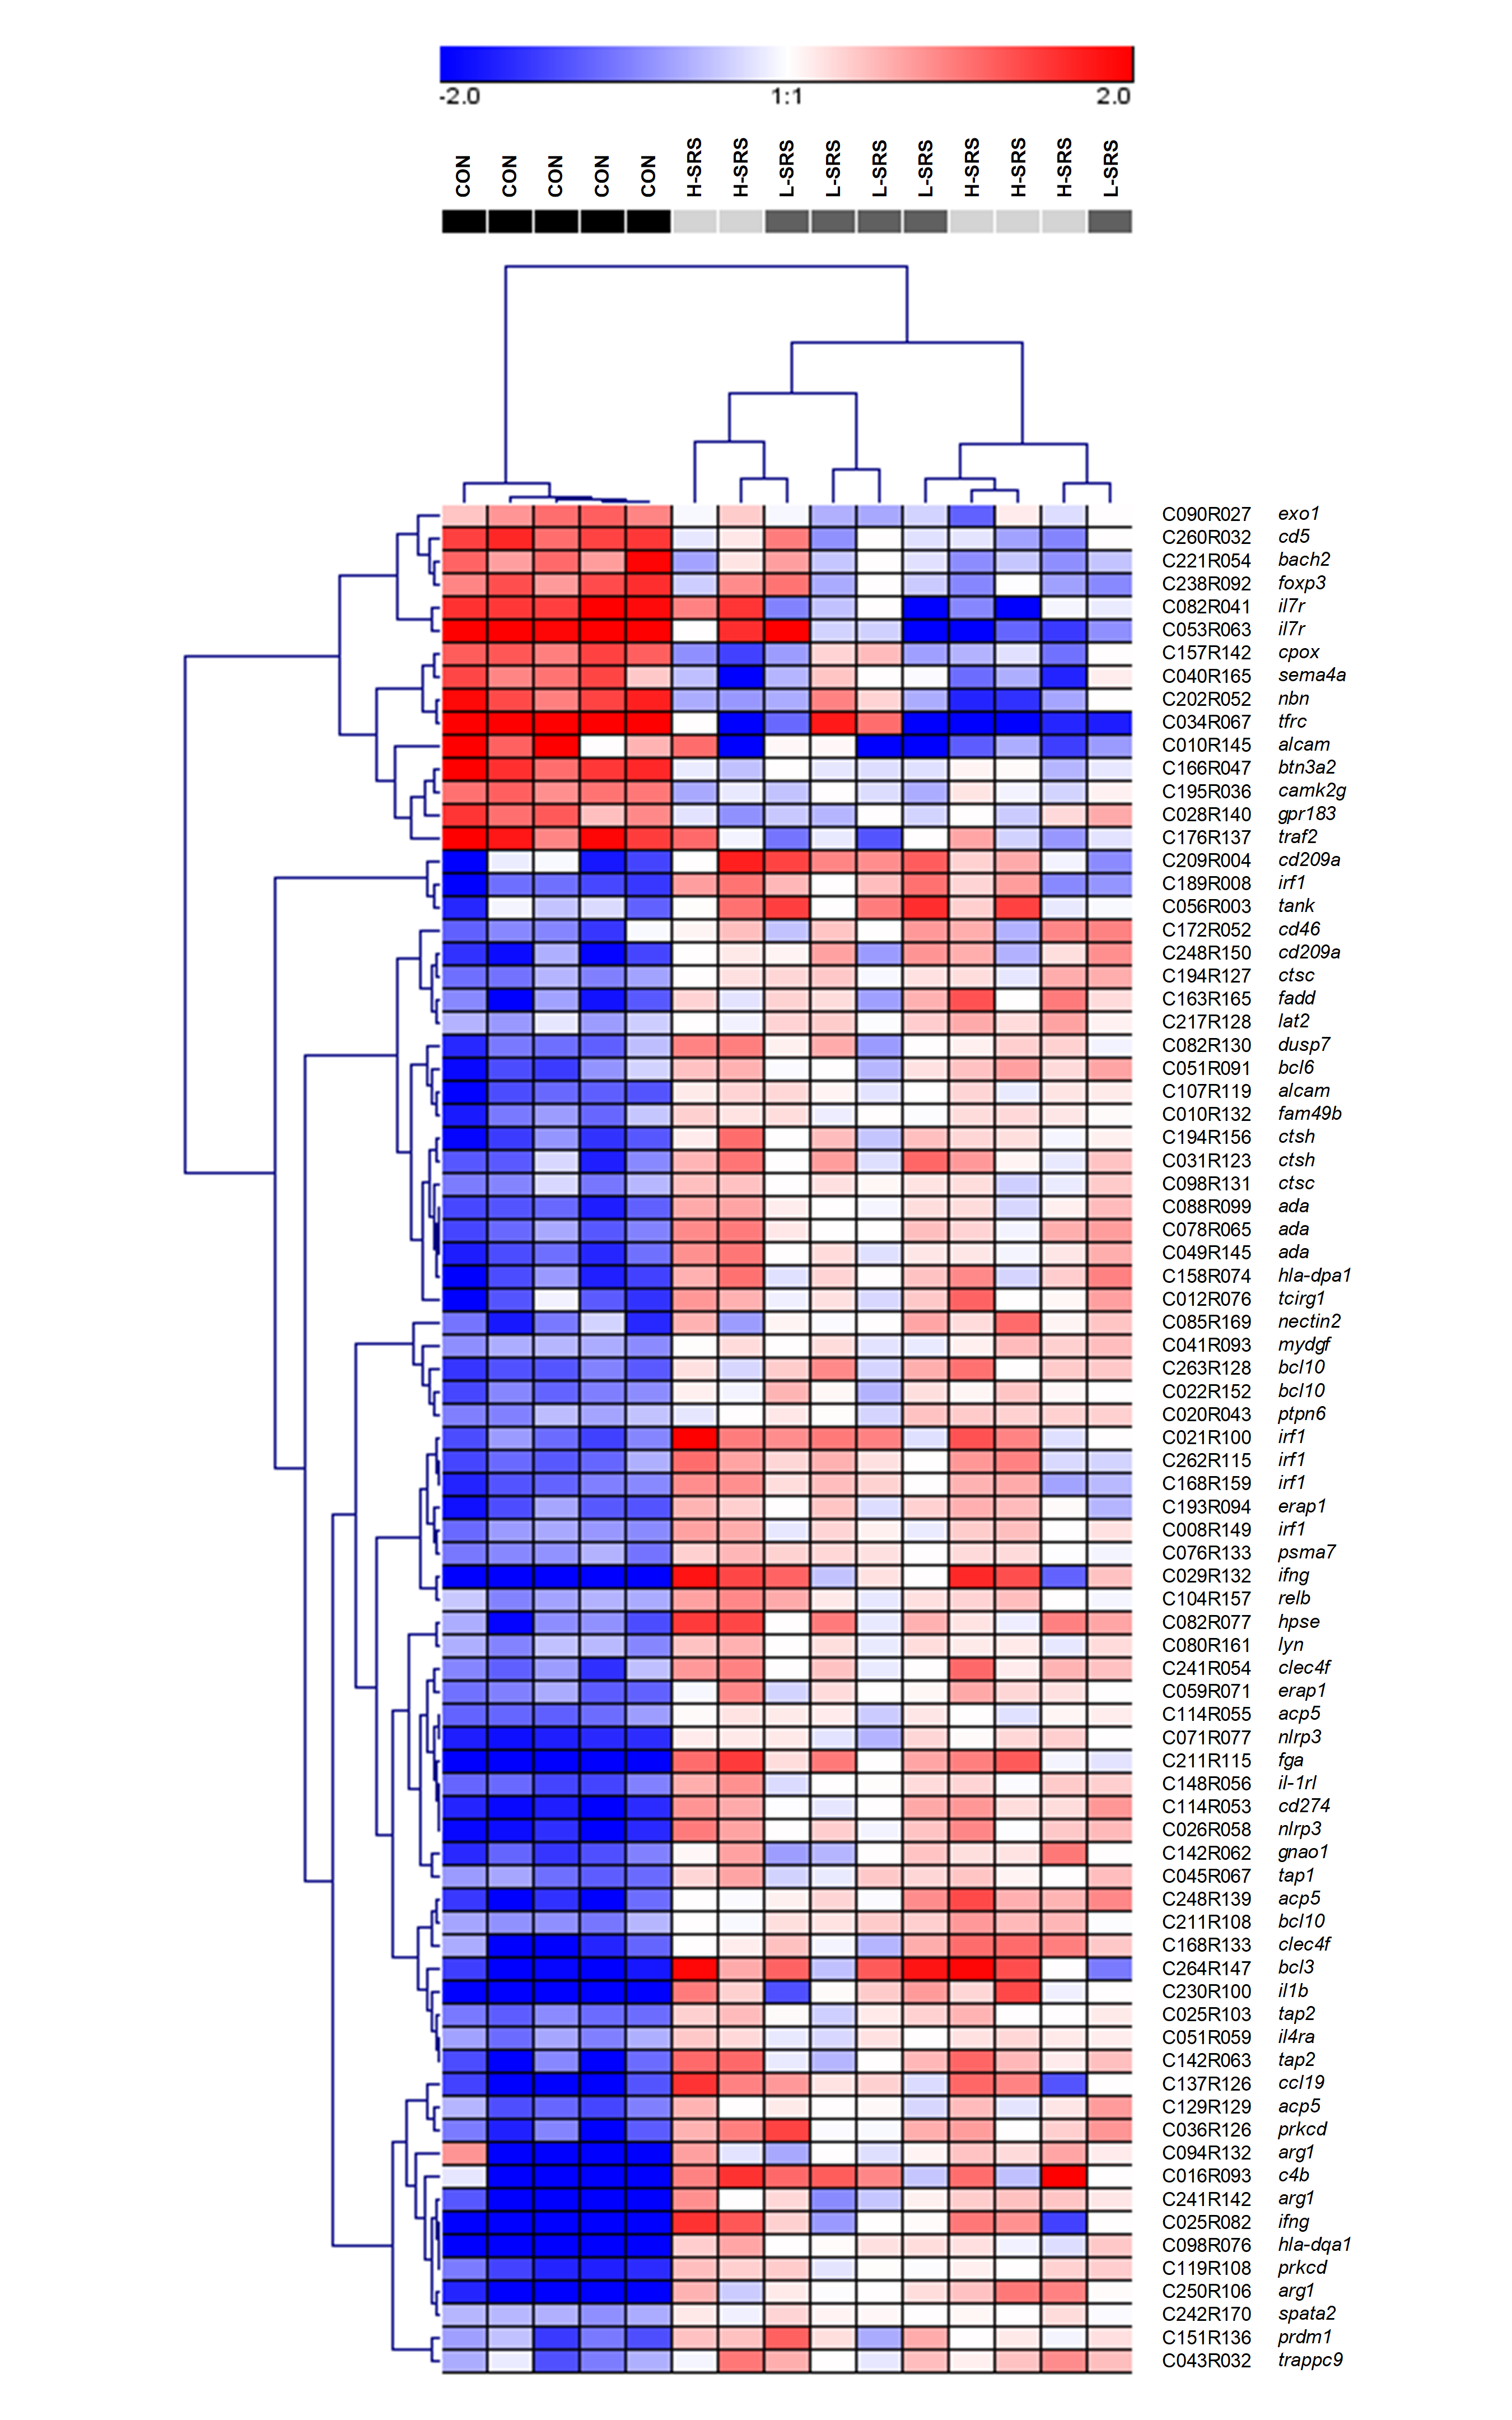
**

**Supplemental Figure S2.** Hierarchical clustering analysis for a subset of SRS-responsive genes involved in adaptive immunity. All microarray analyzed samples were clustered based on probes having the associated GO term “adaptive immune response”.

**Supplemental Figure S3.** Scatterplot of gene expression fold-change values (log_2_) between treatments calculated from the microarray log_2_ ratios and qPCR relative quantity (RQ) values. Each dot represents the fold-change of treatment comparison (L-SRS vs. control or H-SRS vs. control) for a given gene.

How the deposited data were processed for this re-analysis (not part of the article)

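The data are 15 two-colour microarrays of head kidney from Atlantic salmon parr at 21 DPI, 1 array for each of 5 fish in the groups CON, L-SRS and H-SRS. L-SRS and H-SRS fish had received 0.1 mL of *P. salmonis* culture (log10 titer 0.83 TCID50 per mL), and CON fish the same volume of medium. Fish were assigned to groups by the labels of the samples. The replicate numbers were taken as not pairing fish, and neither the labels nor the text of the paper gives the tank of an arrayed fish.

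The authors labelled the aRNA of each fish with Cy5 and a pool of all 15 fish with Cy3, hybridized both to 1 array of a slide with 4 arrays, and quantified and flagged the scanned spots with ImaGene 9.0. Their scanner files hold, as intensity, the signal and local background of each of 45220 spots per array and channel, before background correction and normalization. The authors' value table holds log2 ratios of Cy5 to Cy3 that the authors background corrected and loess normalized within each array, after they removed spots with a flag or of low quality and probes absent on 4 or more arrays. The paper does not name the background correction. In the table the missing values are not imputed. The headers of the scanner files give the slide of each array, and show that 5 arrays were scanned again.

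From the scanner files, the local background was corrected with the normexp method of limma and an offset of 50, by plain subtraction with the same offset in the Cy3 channel of L-SRS 5 and H-SRS 2, on which the normexp fit failed. Log2 ratios were loess normalized within each array. Each array has 1 grid, so print-tip loess and global loess are the same. The 1531 control spots, spots with a flag in the file, saturated spots among them, and spots whose signal exceeded the local background by less than 2 SD in both channels were left out. Probes missing on more than 3 of the 15 arrays were left out, and remaining missing values stayed missing. The program the authors used for imputation was not available.

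Groups were compared with limma's moderated t test on the 3 groups together, with Benjamini-Hochberg adjustment over all tested probes and a threshold of 1%, in 3 comparisons, L-SRS with CON, H-SRS with CON and H-SRS with L-SRS. The response score was compared with an exact permutation test, arrays were clustered with Ward linkage, and correlations across transcripts were tested with 100000 permutations. Numbers of DEPs were compared over 100 splits of the fish, the real one included, draws without an effect were simulated 100 times, and 1000 random sets of probes were drawn for the tests of position and of correlation. The versions were R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

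On each array 23095 to 27028 of 43689 gene probes could be used. Per array, 3653 to 5608 spots carried a flag, 829 to 1124 of them for saturation. The median Cy5 signal lay between 260 and 378.5 in CON, 210 and 331 in L-SRS and 219.5 and 334 in H-SRS. A fold for a gene at background level on all control arrays is given as a lower bound. The precision is that of 5 fish per group.

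The methods were tested on simulated data with the size and spread of these arrays, in which 200 probes of 1 group were changed by 2 on the log2 scale. Limma recovered 78.5% in L-SRS against CON, 79% in H-SRS against CON and 79% in H-SRS against L-SRS, and called 0, 0 and 8 unchanged probes. SAM recovered 64%, 72% and 76%.

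Genes are named by Supplemental Table S3, of which the first part, in the order of gene symbols up to psma7, could be read, and by Supplemental Figure S2. The genes named in the text are those that the paper measured by qPCR or names from the microarray, whose values in the paper's tables had been seen, and in each comparison with CON the 5 probes with the largest rise and the 5 with the largest fall past 1% without overlap between the groups, together with the 3 probes of smallest p between H-SRS and L-SRS. Not all of these are printed. The single results of 2 genes are left out, and the folds compared with the paper and the groups tested for fish lying apart do not count these genes. For a gene with several probes, the brightest stands for it. Probes outside these lists are named where a value singles them out, and were chosen after their values were seen.

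The alternatives were plain background subtraction, no background correction, global loess, median centring, quantile normalization of brightness, dim spots kept, values on all arrays, 2 values in each group, imputation from the 10 nearest probes, the deposited table, SAM, the 2 compared groups alone in the fit, a threshold of 5%, the replicate number or the slide as a block, array weights, and each fish left out in turn. For single results they were other probes or a median for the response score, other linkage and all probes for the clustering, and the mean over the probes of a gene. A list of 13 plasma protein genes was also tested. Left out were the enrichment of gene ontology terms, the qPCR measurements of single fish, and genes that the readable part of Supplemental Table S3 does not name, such as most T cell receptor probes.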

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

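The tests of slide and within-array normalization for the response score were chosen after the result was seen. So were the tests of slide, second scan, label, noise and tissue for CON 5, and those for H-SRS 2. The same holds for the count of flagged spots, both for the missing deposited values and for the DEPs among those probes. The other tests in this part were set before their result was seen. A fish is listed below as lying apart when its gap to the nearest fish of its group, divided by the range of the group, exceeded Dixon's critical value of 0.71 for 5 fish. Of all groups of values tested, 14 exceeded it, where chance gives 1 in 20, here about 9.95. The critical value and the chance rate are those for 5 values and do not strictly apply to C215R115 in H-SRS, which had n = 4.

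The array of CON 5 correlated less with the other controls than these did with each other, at a mean r of 0.262 against 0.52 to 0.566 (gap ratio 0.846). CON 4, on the same slide, had a mean r of 0.531, which argues against the slide. The second scan stays open. CON 4 was also scanned again, and so was H-SRS 5 (0.344), which was not the lowest of its group. But the array of lowest mean r was a second scan in L-SRS (L-SRS 5, 0.201) and in H-SRS (H-SRS 3, 0.242) too. The response score of CON 5 was 0.0273, so it was not an infected fish with a control label. Its mean rank correlation, 0.344 against 0.438 to 0.528, was still the lowest, but its gap ratio was 0.514 and it no longer lay apart, so a part played by probes with extreme values stays open. In CON 5, 282 probes lay more than 2 log2 units above every other control and 22 as far below, and noise alone would give similar numbers on both sides. A damaged part of the array would bring these probes together, but their median distance to the nearest of them was 5.83 spots against 6.08 in 1000 random sets (permutation p = 0.305). Of the 282, 179 were higher than in every infected fish and 5 were DEPs. RNA from another tissue or cell type in the sample stays open, since 4 of the probes have a name in the readable part of Supplemental Table S3, too few to tell. H-SRS 3 was on another slide but was likewise scanned again. On its array, 69 of the 282 probes also lay more than 2 log2 units above every other H-SRS fish. Chance gives 2.07 among 19363 probes with values. The log2 ratio of hp in CON 5 was -0.86 with the nearest control at -2.41 (gap ratio 0.764), and that of irf1 was -1.07 with the nearest at -0.82 (0.731). No biological explanation was tested, since the design gives none for a difference among controls.

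H-SRS 2 lay apart from the other H-SRS fish in 7 results, 6 of them single transcripts. Its log2 ratio and that of the nearest H-SRS fish were -0.79 and 0.55 for gbp1 (gap ratio 0.832), -3.84 and -2.24 for hbe1 (0.904), -1.57 and 0.58 for ifng (0.8), 0.19 and 0.96 for diexf (0.856), -5.34 and -3.11 for C069R119 (0.957) and 0.67 and -2.87 for gadl1 (0.746). The mean over the 13 plasma protein transcripts described under the other observations was 2.34 above the CON mean, with the nearest at 1.43 (0.737). The Cy3 channel of this array was background corrected by plain subtraction, but H-SRS 2 lay apart for all 6 transcripts with no background correction and for 5 in the deposited table. H-SRS 3, on the same slide, was at 0.57 for gbp1, -2.07 for hbe1 and 1.12 for ifng, and its plasma protein mean was 1.29. These values lie with the other H-SRS fish and away from H-SRS 2, which argues against the slide for these results. That H-SRS 3 lay apart in 0 results is no test here, since the rule lets only 1 fish of a group lie apart. The response score of H-SRS 2, at 1.37, was the highest of all fish, which argues against a weaker infection. What is left open is a difference of this fish from the others, for which the design gives no condition, and no biological explanation was tested.

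Single values also lay apart for gsn in L-SRS 1 (0.24, nearest -0.97, gap ratio 0.732), ifit5 in CON 3 (1.17, nearest 0.52, 0.768), mxa in CON 3 (2.39, nearest 0.79, 0.894) and C215R115 in H-SRS 4 (1.72, nearest 1.42, 0.849). No explanation, technical or biological, was tested for these. The 2 values of CON 3 were not shown to be independent of each other, and mxb was highest among the controls in CON 3 too, at 1.73 with the nearest at 0.63.

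The response score differed between the infected groups, by 0.206 between H-SRS and L-SRS. Slide differences do not account for it, as H-SRS was higher within every slide, by 0.119 or more. Among the infected fish scanned once, 3 H-SRS and 4 L-SRS, the difference was 0.193 (exact permutation p = 0.0857 over 35 assignments), so the second scans do not produce it. Log2 ratios were not wider on the H-SRS arrays, since over 3325 unchanged probes their spread was 0.947 times that of the L-SRS arrays (0.434 against 0.458, exact permutation p = 0.46), while the score was 1.18 times as large. Over the 701 probes past 1% in L-SRS alone against CON with these 2 groups in the fit, a choice that favours L-SRS, the difference was 0.176 (exact permutation p = 0.0317). The within-array normalization stays open, since median centring gave 0.162 (exact permutation p = 0.0556). The design gives a biological explanation, a stronger response at a higher bacterial load, but the fish were assigned to the groups by load together with the qPCR levels of campb, hampa, il8a and tlr5a, so load and response cannot be separated by these arrays. The tank of each fish is not known from the labels or the text of the paper.

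Among 2627 tested probes for which the deposited table holds no values, and on which the paper therefore does not report, 141 passed 1% in either comparison with CON, 47 higher and 94 lower. That is 5.37% of them, against 10.1% of the probes with deposited values. The largest rises were those of C254R096, by 3.53 in L-SRS and 4.73 in H-SRS, and C024R063, by 2.99 and 3.92. Noise of dim spots is a candidate explanation for a part of these DEPs. The median brightness of these probes was 7.67 against 11.2, and 53 of the 141 passed 1% with no background correction, against 1758 of 2044 DEPs with deposited values. With plain subtraction 71 could be tested and 29 passed. With SAM 124 passed. Of these 2627 probes, 2324 carry no flag in the scanner files on any array, so removal of flagged spots does not account for their missing deposited values. That none of the others carries a flag on 4 or more arrays follows from the filter used here and is no test. Most of the 141 DEPs carry no flag on any array either, which argues against spot flags as the reason that these rest on few arrays. For the DEPs that carry a flag this cannot be told, since the same filter fixes most of the answer. Values on all arrays were present for 50 of the 141. A response to infection in these transcripts stays open. In the other direction, 372 probes with deposited values were not tested here.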

How the results depend on the processing

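The tests, the thresholds, 16 alternatives for all results, a few for single results and the omission of each of the 15 fish in turn were set before the data were examined. After the values were seen, 4 alternatives were added, which were saturated spots kept, the second scan as a block, the default normexp fit on every channel, and imputation and SAM on the deposited table. One choice of the processing was also made after the values were seen. The default normexp fit failed on the Cy3 channel of L-SRS 5 and H-SRS 2, where 0 spots lie below the background, and left an SD of the log2 ratios of 0.023 and 0.032 there. Plain subtraction with the same offset was used for these channels (SD 0.621 and 0.757, against 0.636 and 0.767 in the deposited table).

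No result reversed under any alternative. Between H-SRS and L-SRS 0 probes passed 1% (limma, or SAM where it was used) under all 35. The number of DEPs was within 1.5 times its value under 29 of 35 alternatives in L-SRS, 33 in H-SRS and 28 for the shared ones, and H-SRS exceeded L-SRS under all. SAM gave 591 in L-SRS and 532 shared. With the 2 compared groups alone in the fit, 603 were shared. A threshold of 5%, which by construction lets more pass, gave 2527 in L-SRS, 4213 in H-SRS and 2266 shared. With slide as a block 594 passed in L-SRS and 552 were shared, and the score difference was 0.212 (exact permutation p = 0.0556, 2 of 36 assignments). The replicate block gave 567 in L-SRS, 1402 in H-SRS and 536 shared, a score difference of 0.209 (exact permutation p = 0.0625, the smallest that 32 assignments can give) and 0 infected fish clustered with the other infected group. The replicate numbers were taken as not pairing the fish. The deviations of 15 pairs of equal number correlated between -0.205 and 0.319, only 4 over 0.1. For the number 0 probes passed 1% (limma, 639 with an unadjusted p under 0.05). The number partly follows the slide, as all fish of number 1 lay on slide 1, of 2 on slide 2 and of 5 on slide 4. So the replicate block takes up degrees of freedom, and what it removes cannot be separated from the slide. For SAM, the 2 groups and the slide block the cause was not tested.

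Leaving out 1 fish gave 561 (without L-SRS replicate 4) to 1065 DEPs in L-SRS, 1488 to 2125 in H-SRS and 540 (without L-SRS replicate 4) to 914 shared. Without CON replicate 2 the numbers were 618 in L-SRS and 564 shared. Fewer fish alone lower such numbers. The score difference lay between 0.172 and 0.254 (exact permutation p from 0.00794 to 0.0317). The fish clustered with the other infected group numbered 1 to 2, with 1 when L-SRS replicate 1 or 4, themselves these fish, was left out.

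The score difference fell to 0.162 with median centring (exact permutation p = 0.0556) and 0.148 with the default normexp fit (p = 0.222), which also put 3 fish with the other group. The cause was not tested for the former, and the latter includes the 2 arrays on which the fit failed. Over the alternatives with all fish the range was 0.148 to 0.234. Clustering over all probes gave 0 such fish, because all 10 infected fish then formed 1 cluster. Median centring changed the direction balance in L-SRS, to 788 up and 437 down. The correlation with the qPCR of Table 1 lay between 0.563 and 0.808 over all alternatives. DEPs in L-SRS only were the least stable number, outside 1.5 times under 12 of 35. Global loess, the same as print-tip loess on arrays with 1 grid, and quantile normalization of brightness, which acts on the average brightness and not on the log2 ratios, left every value as it was and say nothing about stability.

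For the 51 genes chosen from the paper, 102 values per alternative, 3391 of 3662 values over all alternatives stayed on their side of 1%, 77 newly passed, 0 reversed and the others no longer passed. Leaving out a fish cost 3 to 15 calls, most without CON replicate 2. The median over all probes moved by less than 0.1 under each scaling.

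Signal over background limits the reach of the arrays. Between 15342 and 19030 spots per array were at background level in both channels, and 52.9% to 61.9% could be used. Where the controls are at background level, as for il1b and mx, the fold is a lower bound. With dim spots kept, 12 of the 102 gene values no longer passed.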

Differences from the paper's values

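Numbers were compared as ratios, with a difference where one is more than 1.5 times the other, and log2 fold changes against the SD between fish. The paper called probes with SAM after imputing missing values, and the values here come from limma without imputation.

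For L-SRS the paper gives 1636 DEPs, and 1005 passed here. Of the alternatives set before the data were examined, median centring (1225) and array weights (1375) do not differ from the paper, and the others do, each fish left out included. The paper gives 1470 shared DEPs, against 934 here. Median centring (1105), imputation (1007) and array weights (1273) do not differ, and the other alternatives set then do. Keeping saturated spots (1008) does not differ either, was chosen after the values were seen, and drops 728 of the probes of the readable part of Supplemental Table S3, against 759 in the values reported here. For the shared up-regulated DEPs the paper gives 849, against 509 here. Median centring (720), a threshold of 5% (1198) and array weights (662) do not differ, and the other alternatives set then do. Saturated spots kept (576, which drops 728) and the default normexp fit on every channel (584, which drops 819 of these probes) do not differ and were chosen after the values were seen. For DEPs in L-SRS only the paper gives 166, against 71 here. Median centring (120) and leaving out H-SRS replicate 2, 4 or 5 (115 for the last) do not differ, and the other alternatives set then do. The default normexp fit (which drops 819), chosen after the values were seen, does not differ.

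The paper's numbers of 3076 DEPs in H-SRS (2114 here), 621 shared down-regulated (425), 1606 in H-SRS only (1180), 3242 in either (2185) and none between H-SRS and L-SRS (0) do not differ by more than 1.5 times in the values reported here. The 0 held under all alternatives, and the other numbers differ from the paper under many. With SAM, 1522 passed in H-SRS, 990 in H-SRS only and 1581 in either, and these and the shared down-regulated DEPs differ. With the deposited table 1992, 359 and 2074 in H-SRS, shared down-regulated and in either differ, and 1077 in H-SRS only does not. With imputation and SAM on the deposited table, chosen after the values were seen, 2038, 337 and 2126 differ and 1224 does not, with 673 of the probes of the readable part of Supplemental Table S3 dropped. Of the alternatives set before the data were examined, imputation and array weights do not differ for any of the 4, nor do global loess and quantile normalization of brightness, which changed no value. For H-SRS and for either, median centring, a threshold of 5% and leaving out L-SRS replicate 1 or 5 do not differ, and all others set then do. For shared down-regulated DEPs, leaving out L-SRS replicate 5 or H-SRS replicate 2 does not differ, and all others do. For H-SRS only, dim spots kept, 2 values in each group, the deposited table, the 2 groups in the fit, a threshold of 5% and leaving out CON replicate 5 or any L-SRS fish do not differ, and all others do. Chosen after the values were seen, saturated spots kept (drops 728) does not differ for any of the 4, and the second scan as a block (drops 788) does not for H-SRS and for H-SRS only. Of the probes in the readable part of Supplemental Table S3, 1955 were tested, 1239 of them passed 1% in either comparison, and 1946 had an unadjusted p under 0.05.

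Of 94 log2 fold changes that the paper's supplement gives for 56 named probes, all 94 have the same sign here and 90 do not differ. Among the 90 are 4 values of il1b and mx that are lower bounds here, with which a larger value in the paper cannot disagree. For the other tested probes of the named genes, for which the brightest probe stands, 108 folds could be compared. Among them is mx C217R071 in H-SRS, which had values for too few controls (n = 3) for its agreement to count. All 108 have the same sign and 104 do not differ. The others are smaller here, namely hampa C198R010 in H-SRS (the paper's 5.18, against 4.55), hbe1 C126R123 in H-SRS (the paper's -5.43, against -3.67) and ifng C025R082 in L-SRS (the paper's 4.42, against 3.21) and H-SRS (the paper's 5.31, against 3.86). Of the alternatives set before the data were examined, plain background subtraction, no background correction and the deposited table do not differ for these probes, nor do array weights for hampa and ifng and leaving out CON replicate 4 or 5 or H-SRS replicate 2 or 3 for hampa, and the others do. Imputation and SAM on the deposited table, chosen after the values were seen (drops 673), do not differ either. The 4 of the 94 that differ are these. For frrs1a the paper gives 3.67 in L-SRS and 4.79 in H-SRS, against 2.42 and 3.41 here (SD 0.794). Plain background subtraction, no background correction and the deposited table do not differ, and the other alternatives set then do. For hampa in H-SRS the paper gives 4.86, against 4.42 here (SD 0.355). The same 3, array weights and leaving out CON replicate 5 do not differ, and the others do. For ifng in L-SRS the paper gives 2.75, against 2.22 here (SD 0.526). The same 3, dim spots kept, the slide block, array weights and leaving out CON replicate 4 or 5 or L-SRS replicate 2, 3, 4 or 5 do not differ, and the others do. For all 4, imputation and SAM on the deposited table do not differ, were chosen after the values were seen and drop 673 of the probes of Supplemental Table S3 that could be read. For ifng the second scan as a block (drops 788) and the default normexp fit (drops 819), also chosen after the values were seen, do not differ.

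The paper states that in the clustering of arrays only 4 of the 5 fish lay together in each infected group. Here all 5 H-SRS fish lay in one cluster, which also held L-SRS 1 and L-SRS 4. The other 3 L-SRS fish lay in another, so the tally for L-SRS is 3 of 5. By the limit of 1.5 times neither group differs from the paper in this tally. The 5 controls lay apart, as in the paper.

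Of the named genes whose brightest probe the paper lists as changed, 25 of 37 passed 1% in L-SRS and 37 of 44 in H-SRS. The largest unadjusted p among the others was 0.018 in L-SRS and 0.023 in H-SRS. In L-SRS, b2ma (0.88, limma adjusted p = 0.107) and hp (1.82, 0.054) passed under no alternative. A threshold of 5% called hbz (-1.41) and hmox1 (0.72), and foxp3 (-1.16) also without L-SRS replicate 1. Mxb (-1.28) passed at 5%, with array weights and without CON replicate 4, il7r (-2.37) at 5%, with SAM, with array weights and without L-SRS replicate 1, and alox12 (0.83) at 5%, with median centring and with array weights. Lgals9b (-1.23) passed at 5%, with array weights, with the mean over the probes of the gene and without CON replicate 5, and cd209a (1.56) with the mean over its probes. Bnip3la (-1.74) passed at 5%, with SAM, with the 2 groups in the fit and without H-SRS replicate 2 or 5. Aif1 (1.14) passed at 5%, with median centring, with values on all arrays, with the deposited table, with the mean over its probes and without L-SRS replicate 3 or H-SRS replicate 4. Of the alternatives chosen after the values were seen, saturated spots kept (drops 728) called aif1, and imputation and SAM on the deposited table (drops 673) called aif1 and bnip3la.

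In H-SRS, hba4 (-1.70, limma adjusted p = 0.095) and hpx (2.05, 0.054) passed under no alternative. Bcl10a (1.04) passed with the mean over its probes, and cd209a (1.49) so and at 5%. Foxp3 (-1.07) passed at 5% and with array weights, c3a (2.36) at 5%, with SAM, with array weights and without CON replicate 5, and lgals9c (0.72) at 5%, with median centring, with the deposited table, with array weights and without H-SRS replicate 5. Of the alternatives chosen after the values were seen, imputation and SAM on the deposited table (drops 673) called foxp3 and c3a, and saturated spots kept (drops 728) called lgals9c.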

Other observations

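The splits between H-SRS and L-SRS, the plasma protein list with all its tests, and the test of slides for the probes on or off in the same fish were chosen after the result was seen. The other tests in this part were set before their result was seen.

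Other splits of the same fish were drawn to see whether chance can be excluded for the numbers of DEPs (limma). Of 100 splits, the real one included, 1 gave as many DEPs as the real split in L-SRS, 1 in H-SRS and 1 for the shared DEPs, that is the real split alone, so chance can be excluded. The largest numbers in the other splits were 2, 3 and 0. For H-SRS against L-SRS the real split gave 0 (limma and SAM, with 893 probes at an unadjusted p under 0.05), so all 100 splits are as large by construction and say nothing about chance.

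Table 1 of the paper gives, for each transcript, the correlation of its qPCR level with the bacterial level in infected fish. Over the 30 transcripts with a tested probe, this r was compared with the array difference between H-SRS and L-SRS. The 2 correlated at r = 0.753 (permutation p = 1e-05, the smallest that the permutations can give) and rho = 0.70 (p = 3e-05), and without the 2 transcripts farthest out in r at 0.703 (p = 2e-05) and 0.638 (p = 0.00028). Of the 22 transcripts with a positive r, 15 were higher in H-SRS, and of the 8 with a negative r, 4 were lower. The test runs across genes, which are not independent of each other, and the arrayed fish are among those measured by qPCR. Without the 3 transcripts with a probe among those used to choose the fish, r was 0.671 (p = 0.00019) and rho 0.589 (p = 0.00146) over 27, so these alone do not produce the relation. One common factor on the infection response does not account for all of it either. The r of Table 1 correlated at 0.85 with the change in all infected fish, and once this change was removed from both, 0.536 was left (p = 0.0023). The relation may reflect load, but load and group were not set independently.

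In L-SRS 2, transcripts of plasma proteins stayed closer to the control level than in the other infected fish. The list holds 13 genes of proteins that hepatocytes make, all picked from Supplemental Table S3, that is by the study from these arrays, and it was written after the values of c3a, c4b, cfh, hp and hpx had been seen. How many of them head kidney expresses is not known from the files. The mean in L-SRS 2 was 0.288 above the CON mean, below CON 5 (1.004) and the other infected fish (0.994 to 2.342). All other controls lay below L-SRS 2, the highest of them CON 1 at 0.014. In L-SRS 2, 7 of the 13 lay within the range of the controls, which includes CON 5. A weaker response of L-SRS 2 as a whole is not the reason, since its response score was 1.1 and 2 of the 10 infected fish lay lower. Neither is its slide, where the other infected fish had means of 1.29 or more. A varying share of cells that make plasma proteins may be behind it, but the test cannot tell, as the transcripts correlated over the infected fish at a median of 0.183 against 0.0808 in 1000 random sets of up-regulated DEPs (p = 0.147). No biological explanation was tested.

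Of 18215 probes with values on all arrays, 16 fell into 2 sets of fish with a gap of at least 3 log2 units. Of these, 5 were high in the same 4 fish, CON 2, L-SRS 2, L-SRS 3 and H-SRS 3, and low in the other 11, with a gap of 3.93 for C112R103 and 3.79 for C200R088. A further 3 separated infected fish from CON, and no other split was shared by more than 1 probe. The 4 fish lay on 2 slides, and 1 fish of the slide that held 3 of them was low, so the slide does not explain it. The probes lay at least 41.2 spots apart, so neither does a spot artifact of neighbours. The 4 fish come from all 3 groups, so infection is not the reason. A difference between fish in their parents or genotype was not tested, and the files give neither.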
